# The venom gland transcriptome of the parasitoid wasp *Nasonia vitripennis* highlights the importance of novel genes in venom function

**DOI:** 10.1186/s12864-016-2924-7

**Published:** 2016-08-08

**Authors:** Andre D. Sim, David Wheeler

**Keywords:** Ovary, RNA-seq, Transcriptomics, Serine protease, Drug development, Venom gene

## Abstract

**Background:**

Prior to egg laying the parasitoid wasp *Nasonia vitripennis* envenomates its pupal host with a complex mixture of venom peptides. This venom induces several dramatic changes in the host, including developmental arrest, immunosuppression, and altered metabolism. The diverse and potent bioactivity of *N. vitripennis* venom provides opportunities for the development of novel acting pharmaceuticals based on these molecules. However, currently very little is known about the specific functions of individual venom peptides or what mechanisms underlie the hosts response to envenomation. Many of the venom peptides also lack bioinformatically derived annotations because no homologs can be identified in the sequences databases. The RNA interference system of *N. vitripennis* provides a method for functional characterisation of venom protein encoding genes, however working with the current list of 79 candidates represents a daunting task. For this reason we were interested in determining the expression levels of venom encoding genes in the venom gland, as this information could be used to rank candidates for further study. To do this we carried out deep transcriptome sequencing of the venom gland and ovary tissue and used RNA-seq to rank the venom protein encoding genes by expression level. The generation of a specific venom gland transcriptome dataset also provides further opportunities to investigate novel features of this specialised organ.

**Results:**

RNA-seq revealed that the highest expressed venom encoding gene in the venom gland was ‘Venom protein Y’. The highest expressed annotated gene in this tissue was serine protease *Nasvi2EG007167*, which has previously been implicated in the apoptotic activity of *N. vitripennis* venom. As expected the RNA-seq confirmed that venom encoding genes are almost exclusively expressed in the venom gland relative to the neighbouring ovary tissue. Novel genes appear to perform key roles in *N. vitripennis* venom function, with over half of the 15 highest expressed venom encoding loci lacking bioinformatic annotations. The high throughput sequencing data also provided evidence for the existence of an additional 472 previously undescribed transcribed regions in the *N. vitripennis* genome. Finally, metatranscriptomic analysis of the venom gland transcriptome finds little evidence for the role of *Wolbachia* in the venom system.

**Conclusions:**

The expression level information provided here for the *N. vitripennis* venom protein encoding genes represents a valuable dataset that can be used by the research community to rank candidates for further functional characterisation. These candidates represent bioactive peptides valuable in the development of new pharmaceuticals.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2924-7) contains supplementary material, which is available to authorized users.

## Background

*Nasonia vitripennis* (Hymenoptera: Pteromalidae) (here after *Nasonia*) is a parasitoid wasp that utilises species of cyclorrhaphous diptera, such as house flies and blow flies, as hosts to support the growth and development of their offspring. Envenomation of the host increases the overall nutritional value of the food source available to the feeding wasp larvae. Some of these venom induced changes include developmental arrest, immune suppression and changes to the overall metabolite profile of the host [1–3]. The diverse and potent bioactivities of *Nasonia* venom peptides indicate that they may be useful in the development of novel pharmaceuticals [1, 4–7]. The venom peptides themselves are synthesised in the venom gland (VG) before being secreted into the venom reservoir ready for injection into the host via the ovipositor [8]. A recent proteomic study on these venom reservoir extracts was able to identify 79 peptides [4, 9]. Although several of the peptides had similarity to sequences found in the venom of other animals, a majority had either not been associated with venom before or had no homology to sequences in the National Centre for Bioinformatic Information (NCBI) databases. Bioinformatic based annotation categories that could be applied to the venom peptides included immunity, metabolism, esterases, proteases, and recognition proteins [9]. The most prevalent functional annotation was serine proteases, which is one of the largest gene families found in insect genomes [4, 10].

The response to *Nasonia* envenomation by the common laboratory host *Sarcophaga bullata* (Diptera: Sarcophagidae) has been extensively studied at both the molecular and physiological level. Experiments show that the respiration rate of *S. bullata* remains stable for up to 2 weeks following envenomation (although at lower levels than unstung hosts) indicating that the venom is not immediately lethal to this host [11]. Other physiological changes to the host associated with envenomation include an increase in lipids and free amino acids, as well as the initiation of developmental arrest through an as yet an unknown mechanism. *S. bullata* immune processes are also affected, with the abundance and potency of circulating plasmatocytes declining dramatically (due to cell death) 60 min following envenomation by *Nasonia* [12]. Importantly, *Nasonia* venom has been shown to be able to interfere with mammalian immunity pathways. For example, experiments using mouse cell lines demonstrated that *Nasonia* venom has both antimicrobial and anti-inflammatory properties [6]. Reporter assays provided evidence that the observed immune responses were mediated through venom specific modifications to the steroid and Toll pathways [6]. The activity of *Nasonia* venom in mammalian systems may indicate that venom peptides have evolved to target highly conserved core pathway components in order to limit the ability of the host to escape envenomation. In this situation evolution has already done much of the work in designing highly specialised peptides that target cellular pathways involved in diseases such as hypertension, diabetes, and cancer. Thus given the incredible species richness of the parasitoid wasps their venoms may represent a diverse untapped reservoir of molecules ready for incorporation into drug development pipelines.

In contrast to the extensive body of work exploring the host response to envenomation, relatively little is known about the individual venom peptides responsible for inducing these changes. Based on sequence homology a *Nasonia* venom metalloproteinase has been proposed to initiate developmental arrest by interfering with Notch signalling [1, 7, 13]. Supporting this proposal is the observation that several notch pathway genes are differentially expressed in the *S. bullata* hosts following envenomation. However, currently there is no direct evidence showing that this venom metalloprotease is specifically responsible for the observed expression changes in the Notch pathway [1]. Several other venom peptides are thought to be involved in modifying host metabolic pathways based on homology to sequences from model systems. For example, a venom lipase could be responsible for the increase in phospholipid degradation observed in envenomated hosts [2, 14]. A venom trehalase has been proposed to convert the abundant host trehalose sugars into glucose [2]. Additionally, several proteases found in *Nasonia* venom are homologous to peptides used by the ectoparasitoid *Euplectrus separatae* and the tick *Haemaphysalis longicornis* for blood meal digestion [15, 16].

The most direct functional characterisation of a venom encoding gene comes from a recent RNA interference (RNAi) study by Siebert et al. (2015). Knockdown of *Nasonia* venom calreticulin (*Nasvi2EG037342*) resulted in an increase in melanisation occurring at the oviposition wound on the host following envenomation [5]. This observation suggested that venom calreticulin functions to interfere with normal wound healing in the host, perhaps by competing with the endogenous calreticulin in the host for binding of cofactors [17].

Several endoparasitoids from the Braconidae and Ichneumonidae wasp families inject viruses or virus like particles along with their venom in order to prevent the host immune system from attacking eggs deposited in the haemolymph. The virus like particles appear to provide protection to the developing parasitoid by induction apoptosis in host hemocytes [18–22]. As yet viral-like particles have not been implicated in *Nasonia* venom function and viral transcripts could not be identified in cDNA libraries synthesised from envenomated hosts [23]. The intracellular symbiont *Wolbachia* is also present in high concentrations in the ovaries and host envenomation has been proposed as a possible mechanism for horizontal transfer of strains between parasitoid species [24].

Currently there is little direct experimental evidence supporting the proposed functions of the 79 *Nasonia* venom proteins and many of the bioinformatic annotations are based on homology to sequences from non-venomous model organisms. The RNAi knockdown system of *Nasonia* clearly provides an opportunity to begin to functionally characterise the venom protein encoding genes [5]. However, given the number of genes involved, an important first step would be the identification of high value candidates. For this reason we carried out deep sequencing of the *Nasonia* VG and ovary in order to use the relative gene expression as a proxy for protein abundance in the venom reservoir. The RNA-seq information generated in this study also provides a valuable dataset for future studies into the reproductive system of this important developing model system.

## Results

### RNA-seq analysis of the *Nasonia* VG and ovary transcriptomes

We used RNA-seq to measure the expression of venom protein encoding genes in the VG and ovary. 

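RNA was taken from the VG and the ovary of mated, host exposed females 1 to 3 days old, with 3 replicates of each tissue and tissue from 40 to 50 individuals pooled in each replicate. The authors trimmed the reads, mapped them with Tophat2, counted them on the exons of each gene of the official gene set with HTSeq-count and compared the tissues with DESeq. The authors' deposited table gives for each gene the mean normalised count over the 3 libraries of each tissue, the ratio of the 2 means, and the p-value of the comparison before and after Benjamini-Hochberg adjustment. A normalised count is a read count divided by DESeq's size factor for the library, and it is not divided by gene length unless stated. Values per library are not in that table, so the calls between the tissues are the authors' own and no SD over replicates is given. Log2 fold changes were recomputed from the tissue means, with positive values for genes higher in the VG. Table 1 gives the reads sequenced for each library and the percentages mapped and aligned to a gene model. The values here are normalised read counts per gene. The size factors were read from the low end of the authors' deposited table, where all 9569 ovary means up to 20 and all 9411 VG means up to 100 were whole combinations of 3 steps per tissue, within a tolerance of 1e-07. A step is what 1 read of a library adds to the tissue mean, and it was between 0.129 and 0.145 in the ovary and between 0.635 and 1.16 in the VG. These steps correspond to size factors of 2.58, 2.47 and 2.30 for the ovary libraries and 0.525, 0.450 and 0.287 for the VG libraries, a ratio of 5.83 between the 2 tissues' mean size factors, which is not a ratio of total reads. The libraries are called a, b and c in each tissue in this order, because nothing in the table ties them to the replicate numbers of Table 1. The steps gave the reads of each library for 10360 genes, which is 52.2% of the genes with a read. A gene without reads in a tissue could lie up to a floor of 3 reads over the 3 libraries, taken at the largest step, which is a mean normalised count of 0.435 in the ovary and 3.49 in the VG. Folds against 0 are lower bounds computed at this floor, which covers counting error only. Summed over all genes, the mean normalised counts of the authors' deposited table came to 10662081 in the ovary and 55159269 in the VG. With the size factors, these sums allow a mean of 24519349 to 27549194 reads on genes per library in the ovary and 15826324 to 28934210 in the VG. Of these sums, the 79 venom protein encoding genes took 0.195% in the ovary and 53.1% in the VG, and the VG share was 59.3% when the 10 highest genes outside the 79 were left out of the total. The 100 highest genes took 22.6% of the ovary sum and 74.1% of the VG sum.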

We chose the ovary as the comparative tissue because although it is connected to the venom apparatus, it clearly performs a distinct function in *Nasonia* reproduction. High throughput sequencing of VG and ovary RNA-seq libraries (three biological replicates each tissue) generated a total of 92.7 million and 97.9 million of high quality reads (phred quality score >20), respectively. On average 90.7 % of the sequenced reads successfully mapped to the published *Nasonia* genome [4] (Table 1). The lower mapping percentages observed for VG sample three (“VG 3” in Table 1) was due to a higher proportion of rRNA reads in this sample. We predict that this resulted from less effective rRNA removal during library preparation for this replicate. Apart from the higher proportion of *Nasonia* rRNA reads other quality control parameters for this replicate were consistent with those obtained from the other samples (Fig. 1a and Table 1).

**Table 1:** RNA-seq statistics of *Nasonia vitripennis* ovary and VG tissue

Sample	Total Reads	Mapped (%)	Assigned (%)^a^	Multiple Alignments (%)^b^	No Feature (%)^c^
VG 1	2.89E + 07	95.62	88.08	3.63	1.99
VG 2	3.24E + 07	96.15	87.31	3.37	1.97
VG 3	3.14E + 07	67.03	59.65	3.54	4.32
Ovary 1	3.31E + 07	95.17	85.51	1.43	5.95
Ovary 2	3.42E + 07	95.16	84.06	1.46	6.34
Ovary 3	3.06E + 07	95.16	84.18	1.43	6.13

^a^Proportion of reads which could be aligned to a gene model

^b^Proportion of reads assigned to multiple gene models

^c^Proportion of aligned reads that did not overlap a gene model

**Fig. 1:**
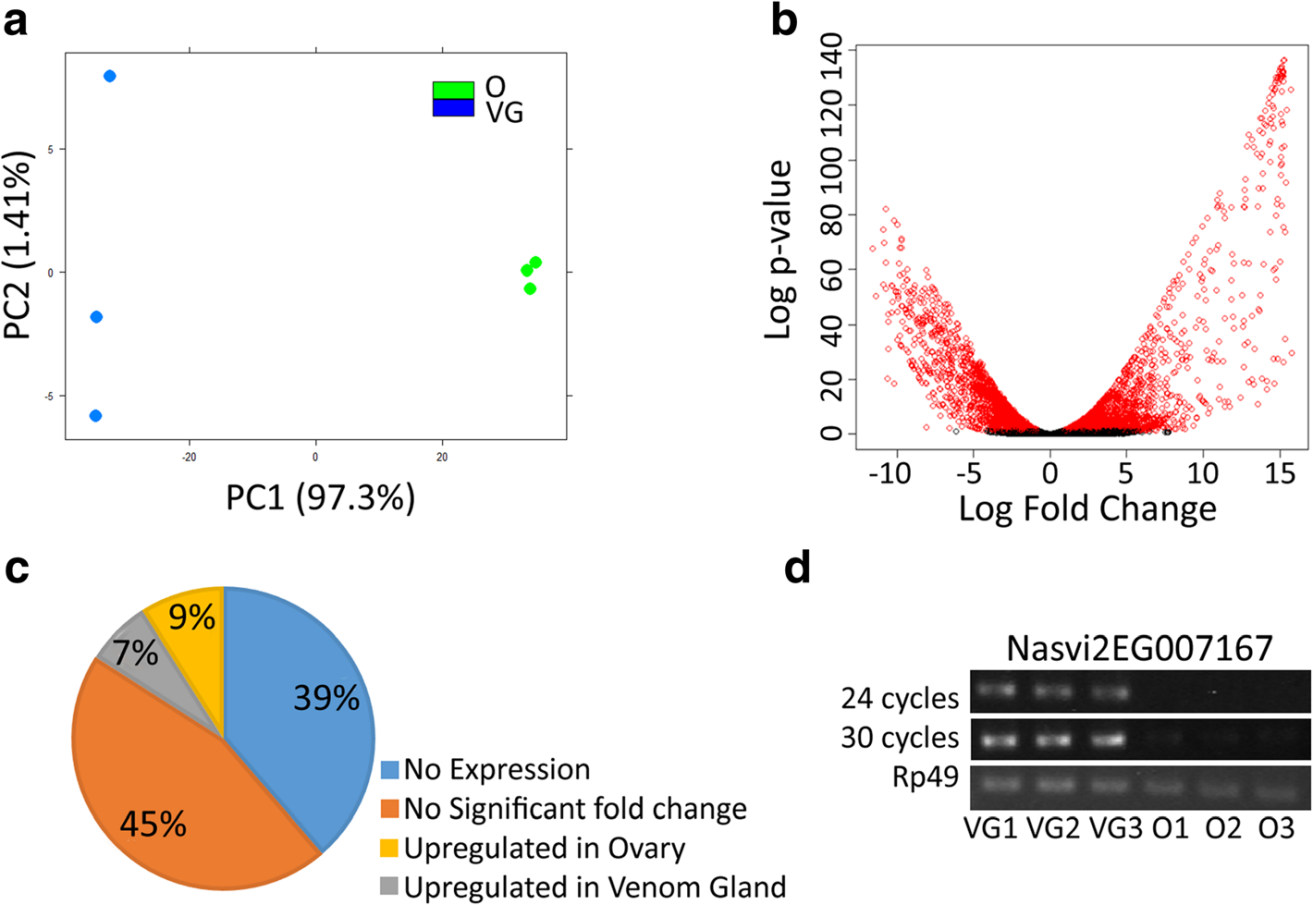
RNA-seq highlights expression differences between ovary and VG tissue. **a** Principal component analysis of expression profiles for ovary (*green*) and VG (*blue*) replicates showing the samples clustering by treatment group. The percentage on the axis labels represents the total variance explained by that component (**b**) Volcano plot of the RNA-seq data with positive fold change representing up regulated genes in the VG and vice versa for ovary. Genes coloured as red were differentially expressed at an adjusted p-value < 0.05. **c** Pie chart summarising the proportion of genes that were part of each expression category (adjusted *p*-value < 0.05). **d** Semi-quantitative RT-PCR targeting the highest expressed annotated venom encoding gene *Nasvi2EG007167*. Amplification of *Nasvi2EG007167* cDNA could be detected at 24 cycles in the venom gland cDNA replicates, whilst only a faint band could be detected at 30 cycles for the ovary samples. The house-keeping gene RP49 was used as a loading control. VG1-3 and O1-3 represent independent replicates for venom gland and ovary samples, respectively

Overlap between the mapped reads and annotated features in the *Nasonia* official gene set version 2 (OGS2) is high, with an average of 81 % of mapped reads aligning to at least one gene body (Table 1). 

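Detection was counted from the tissue means, where any value above 0 means at least 1 read in 1 of the 3 libraries. In the authors' deposited table, 18430 of 36329 genes had a read in the ovary, 16379 had a read in the VG and 14955 had reads in both tissues. A read in either tissue was found for 19854 genes, or 54.7%, and 16475 genes, or 45.3%, had none. Requiring at least 10 reads summed over the 6 libraries left 13623 genes. With each library left out in turn, between 19215 and 19569 genes had a read.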

Of the 36,329 annotated genes in OGS2, 54 % (19,854) had detectable expression in either the VG or ovary. Based on normalised read counts, tissue specific expression (reads for a gene model detected in only one tissue) was observed for 3475 genes in the ovary and 1424 genes in the VG. 

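Most genes seen in a single tissue rested on very few reads. Of the 3475 genes with reads in the ovary only, 1427 had exactly 1 read and 1706 had reads in only 1 of the 3 ovary libraries. The ovary means of 3052 of these genes lay under the VG floor, so a difference between the tissues was not detectable for them at this depth, and 423 lay at or above it. Of the 1424 genes with reads in the VG only, 863 had exactly 1 read and 986 had reads in only 1 library, and all of their means were above the ovary floor because 1 VG read adds more to a mean than 3 ovary reads do. With at least 10 reads in the tissue, 672 genes were seen only in the ovary and 97 only in the VG. With reads in all 3 libraries of the tissue, these numbers were 1033 and 163. The highest mean among the genes seen only in the ovary was 2313 for Nasvi2EG004881 in the authors' deposited table, at least 664-fold above the VG floor, and the highest among those seen only in the VG was 6065 for Nasvi2EG014968, at least 13946-fold above the ovary floor. Both genes were picked out after their values were seen.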

Next we utilised the R-package DESeq to identify differentially expressed genes between the VG and ovary RNA-seq datasets [25]. 

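The Benjamini-Hochberg adjustment was recomputed from the unadjusted p-values of the authors' deposited table over the 19854 genes with a read. The recomputed values differed from the adjusted p-values of that table by at most 3.4e-07, and 5794 genes, or 15.9% of all genes, were under 0.05. A further 14060 genes, or 38.7%, were tested by the authors and not called. Of these, 9506 had reads in both tissues, and 4800 of the 9506 differed by 2-fold or more between the tissue means, while the smallest absolute log2 fold change of a called gene with reads in both tissues was 0.92. Repeating the adjustment on the 13623 genes with at least 10 reads gave 6162 genes, of which 5777 were also called without the filter. At an adjusted p-value under 0.01 the number was 4625.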

Significantly different expression was observed for 5794 (16 % of OGS2 loci) genes at an adjusted *p*-value threshold of 0.05 (Benjamini-Hochberg adjusted for multiple testing) (Figs. 1b and c; Additional file 1). 

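By the sign of the log2 fold change recomputed from the tissue means, 43.6% of the genes called in the authors' deposited table were higher in the VG (2524 genes) and 56.4% were higher in the ovary (3270 genes). Of the called genes, 110 had no ovary read and 235 had no VG read. Among the 8532 genes with a mean of at least 10 in both tissues, the median log2 fold change was -0.27. Scaling the tissue means to totals without the 79 venom protein encoding genes, a choice made after seeing the data, lowered every log2 fold change by 1.28, and 69 called genes then changed direction. The share of called genes higher in the VG was 42.4% after that scaling.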

Of the differentially expressed genes, 2524 were up and 3270 were down regulated in the VG relative to the ovary. Overall the fold changes of upregulated genes were significantly larger in the VG versus the ovary (Student’s *t*-test *p*-value < 0.001) (Fig. 1b).

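Fold changes were compared over the called genes with reads in both tissues, 2414 higher in the VG and 3035 higher in the ovary. The mean absolute log2 fold change was 4.58 for the genes higher in the VG and 3.17 for the genes higher in the ovary, and the medians were 3.58 and 2.39. The difference in means of 1.40 had p = 1e-05 in a two-sided permutation test of 100000 resamples, the smallest p they can give. The test runs across genes, which are not independent replicates. A log2 fold change above 10 in size was reached by 198 genes higher in the VG and 28 genes higher in the ovary. With reads in both tissues, a mean cannot lie below 1 read, which is 0.129 in the ovary and 0.635 in the VG. Changes towards the ovary therefore have less room at a given mean than changes towards the VG. The difference was 1.19 without the 79 venom protein encoding genes and 0.70 over the genes with a mean of at least 10 in both tissues. It was -0.96 when the means were scaled to totals without the venom protein encoding genes, a scaling added after seeing the data. By construction, that scaling shortens changes towards the VG and lengthens changes towards the ovary, and it places the median of the genes with a mean of at least 10 in both tissues at -1.55.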

Using Blast2GO we then looked for GO term enrichment amongst the genes either significantly upregulated in the ovary or VG tissues. 

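GO terms were not used here, so genes were grouped by keywords in the annotation column of the authors' deposited table, and each group was compared with all other genes with a read by Fisher's exact test. The 7 keyword groups gave 14 two-sided tests, which were adjusted together by the Benjamini-Hochberg method. These tests run across genes, which are not independent replicates. The other genes include those with under 10 reads, few of which were called, so the shares also reflect expression level. With at least 10 reads and the adjustment repeated, 3466 of 13623 genes were called higher in the ovary. Of 127 genes whose annotation names cyclins, kinesins, the spindle or other parts of cell division, 64 were called higher in the ovary, or 50.4% against 16.3% of the other genes (odds ratio 5.23, adjusted p = 6.5e-18 in Fisher's exact test). Their median log2 fold change was -1.47, below the medians of all 10000 random lists of the same size matched on mean expression. Of 389 genes annotated as transcription factors, zinc finger proteins or parts of the transcription machinery, 114 were called higher in the ovary, or 29.3% against 16.2% (odds ratio 2.14, adjusted p = 8.7e-10 in the same exact test). Their median log2 fold change was -0.45, and 0.04% of the matched random lists had a lower median.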

The reproductive function of the ovary is characterised by several GO terms related to cell division and transcription (Fig. 2a). In contrast, genes significantly upregulated in the VG showed GO enrichment in terms related to translation and protein processing functions (Fig. 2b). 

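The same keyword groups were counted among the genes called higher in the VG. Of 75 cytosolic ribosomal protein genes, 71 were called higher in the VG, or 94.7% against 12.4% of the other genes with a read (odds ratio 125, adjusted p = 1.1e-57 in the two-sided Fisher's exact test). Their median log2 fold change was 1.83, above 99.98% of random lists, and 74 of the 75 lay above 0. With totals without the venom protein encoding genes, the median was 0.55 and 70 of the 75 lay above 0. Mitochondrial ribosomal protein genes had 1 of 61 called higher in the VG and 14 called higher in the ovary, with a median of -0.59. The medians of the 2 ribosomal groups differed by 2.42 (two-sided permutation test across genes, p = 1e-05, the smallest that 100000 resamples can give). Translation factors had none of 46 called higher in the VG, and the sign of their median of 0.39 depended on the scaling, since the totals without the venom protein encoding genes lower every gene alike and place it at -0.89. Protein processing and secretion genes, such as signal peptidase, coatomer and disulfide isomerase genes, had 8 of 39 called higher in the VG, which failed the correction (odds ratio 1.77, adjusted p = 0.21 in the two-sided Fisher's exact test), while 36 of the 38 with reads in both tissues lay above 0 and their median of 1.96 was above 99.95% of random lists. With totals without the venom protein encoding genes, that median was 0.68 and 26 of the 38 lay above 0. Proteasome genes had 1 of 39 called higher in the VG. The values of both ribosomal groups had been seen before the keywords were written, and those of the other 5 groups had not.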

The relatively narrow GO functional categorisations of genes upregulated in the VG are likely to reflect that the major model systems are non-venomous.

**Fig. 2:**
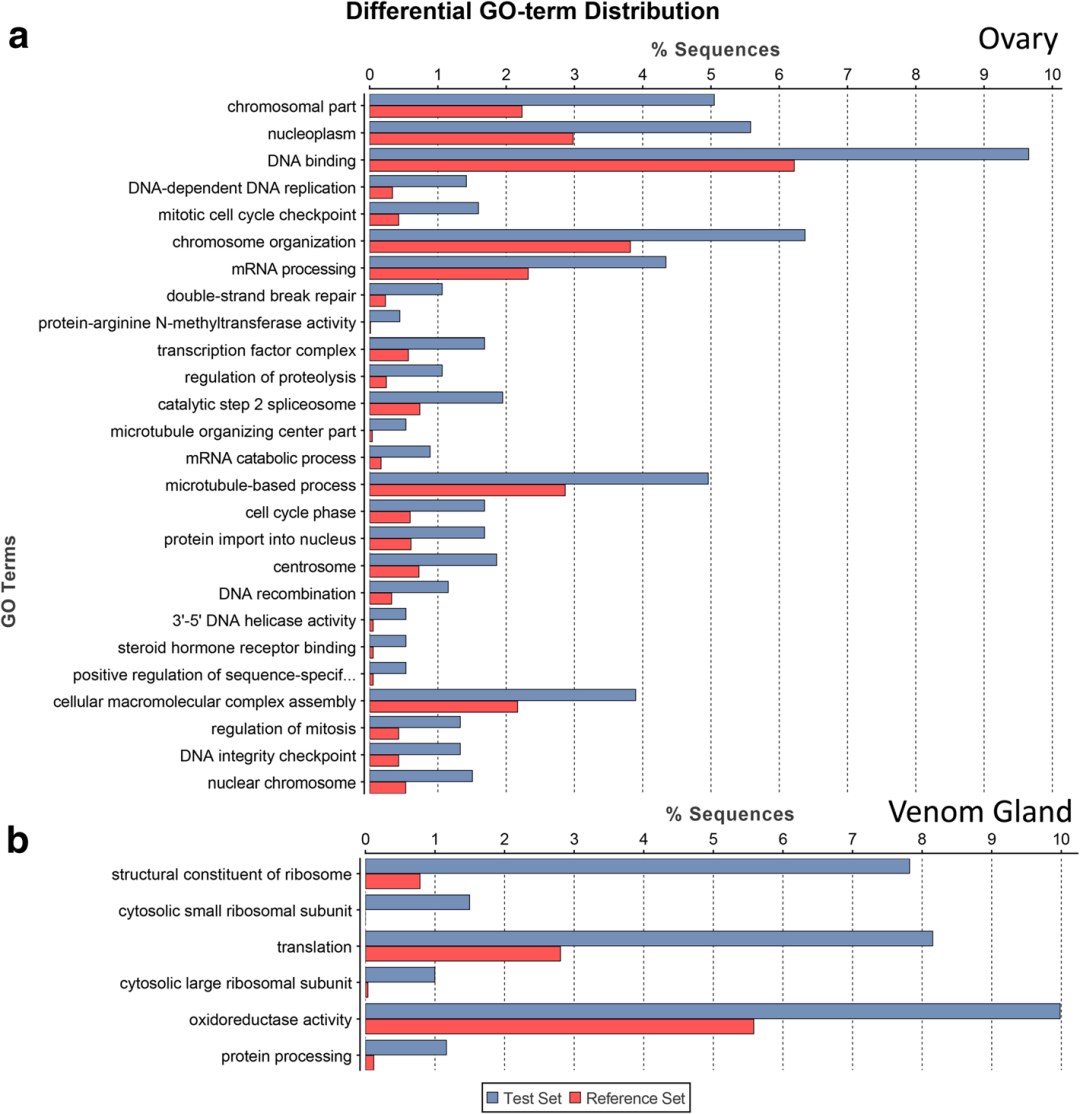
GO terms related to ribosomal function, translation, and protein processing are enriched in the VG. Enriched GO terms amongst the subset of genes significantly upregulated in the ovary (**a**) and VG (**b**). The bar graph represents the proportion (in percentage) of sequences in the differentially expressed subset (*blue*) with the indicated functional annotation, compared to the proportion of these annotations assigned to the entire gene set (*red*)

### The highly expressed venom protein encoding genes

Previous proteomic studies on *Nasonia* venom reservoir extracts identified 79 venom peptides. Based on our VG RNA-seq data we were able to detect expression from all but one of these venom protein encoding genes (Table 2). 

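A VG read was found for 78 of the 79 venom protein encoding genes and an ovary read for 77. Requiring at least 10 reads over the 3 VG libraries left 76, and with each library left out in turn the number was between 77 and 78. The median of their VG means in the authors' deposited table was 62055, and the median of their ovary means was 12.4. A VG mean of at least 100000 was reached by 31 of them, while 15 had a mean under 1000 and 8 a mean under 100.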

*Nasonia* venom genes were significantly more likely to be expressed at higher levels in the VG relative to the ovary (70 of 79 genes; Chi-square *p*-value < 0.0001 with Yates correction). 

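Of the 79 venom protein encoding genes, 70 were called higher in the VG in the authors' deposited table, or 88.6%. Among the other 19775 genes with a read, 2454 were, or 12.4% (odds ratio 54.9, p = 5.4e-53 in a two-sided Fisher's exact test). This test also runs across genes, and the other genes include those with few reads. At an adjusted p-value under 0.01, 68 of the 79 were called higher in the VG. The median log2 fold change of the venom protein encoding genes with reads in both tissues was 13.67, and 50 of them lay above 10.

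**Figure D1:**
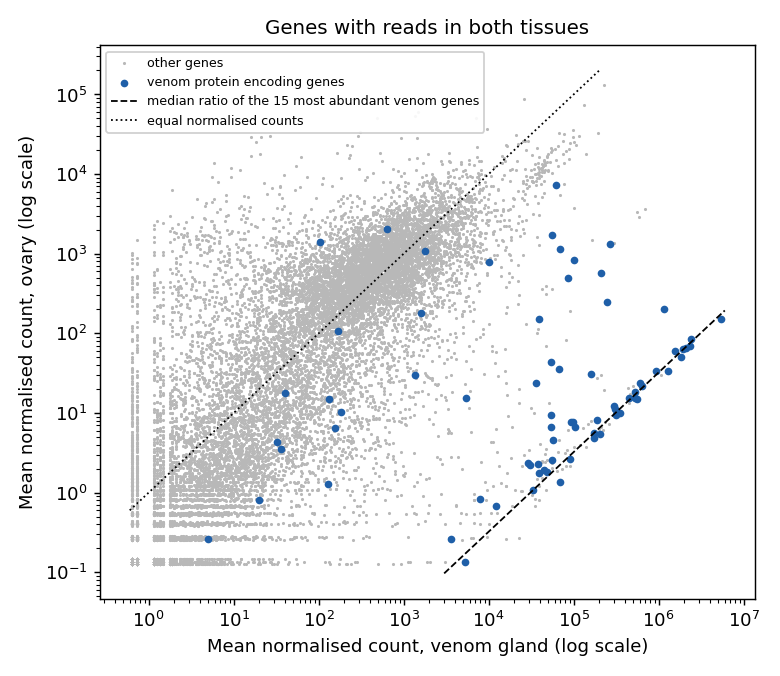
Mean normalised count of each gene with reads in both tissues, in the VG (horizontal axis, log scale) and the ovary (vertical axis, log scale), from the authors' deposited table. Blue points are venom protein encoding genes and grey points are other genes, the dotted line marks equal values, and the dashed line marks the median ratio of the 15 most abundant venom protein encoding genes, 32.3 ovary counts per 1000000 VG counts.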

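Besides the gene without VG reads, Nasvi2EG011442, the authors' deposited table leaves 6 venom protein encoding genes at an adjusted p-value of 0.05 or more. For 4 of them, the ovary and VG means in the authors' deposited table were 30.2 and 1374 (Nasvi2EG000351, a cysteine-rich inhibitor, adjusted p = 0.14 from the authors' DESeq test), 1097 and 1790 (Nasvi2EG022626, a serine protease, 0.62), 108 and 170.3 (Nasvi2EG000909, a C1q-like protein, 0.48), and 17.7 and 40.1 (Nasvi2EG007347, a serine protease, 1). For Nasvi2EG007347, 34 of 35 VG reads were in VG library c and 95 of 125 ovary reads in ovary library c, and the means without those libraries were 0.953 in the VG and 5.82 in the ovary. The other 2 rested on few reads. Nasvi2EG021414, a nucleoside hydrolase, had 6 reads over the VG libraries and 2 over the ovary libraries, and Nasvi2EG011314, Venom protein W, had 2 VG reads and no ovary read.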

The DESeq analysis showed that six of the venom protein encoding genes were expressed at equal levels in the VG and ovary (Table 2). Two venom protein encoding genes expressed at higher levels in the ovary than the VG were a aspartylglucosaminidase (*Nasvi2EG015708*) and trehalase (*Nasvi2EG008324*). 

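For the aspartylglucosaminidase, the means in the authors' deposited table were 1422 in the ovary and 105 in the VG, a log2 fold change of -3.76 (adjusted p = 1.1e-15 from the authors' DESeq test). For the trehalase, they were 2043 and 631 in the authors' deposited table, a log2 fold change of -1.70 (adjusted p = 0.00040 from the same test). Among the 79 venom protein encoding genes, these 2 ranked 71 and 65 by VG mean and 4 and 2 by ovary mean.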

The highest expressed venom encoding gene based on normalised venom gland read counts was the novel gene Venom protein Y (Nasvi2EG013868). 

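Divided by a transcript length of 461 bp, the VG mean of Venom protein Y came to 4600307 per kb, the highest among the genes whose lengths were used here. Lengths were taken from the part of Additional file 1 used here, which holds the 1998 genes with the highest VG counts per kb, down to 499 per kb. Without the length, its VG mean in the authors' deposited table was 2120742, which ranked 4 among all genes, and its ovary mean was 64.8.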

A trypsin-like serine protease (*Nasvi2EG007167*) was the highest expressed annotated gene in the VG (Table 3). 

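The serine protease Nasvi2EG007167 has a transcript length of 3488 bp, and its VG mean came to 1532232 per kb, which ranked 6 among the 79 venom protein encoding genes and 7 among all genes with a length used here. Without division by length, its VG mean in the authors' deposited table was 5344426, the highest of all genes in the VG and 9.69% of the VG sum.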

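For Nasvi2EG007167, the ovary mean in the authors' deposited table was 151, a log2 fold change of 15.11 (adjusted p = 7.5e-129 from the authors' DESeq test). This is 28.2 ovary counts per 1000000 VG counts. Across the 15 most abundant venom protein encoding genes, this ratio had a median of 32.3 and ran from 26.6 to 177, the highest being that of Nasvi2EG001168. Among 81 other genes with a VG mean of at least 10000 and a log2 fold change above 10, the median ratio was 46.6 ovary counts per 1000000 VG counts. The semi-quantitative PCR was not analysed here.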

The RNA-seq data and semi-quantitative PCR showed that expression of *Nasvi2EG007167* was highly tissue specific (Fig. 1d). Only five of the top 15 highest expressed venom protein encoding genes had functional annotations, highlighting the unique functional properties of *Nasonia* venom (Tables 2 and 3). 

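Ranked by VG count per kb, the 15 highest of the 79 venom protein encoding genes held 10 lettered venom proteins without annotation and 5 annotated genes. The annotated genes were Nasvi2EG007167, Nasvi2EG003930 (serine protease inhibitor 2), Nasvi2EG006243 (gamma-glutamyltranspeptidase), Nasvi2EG009035 (endonuclease-like) and Nasvi2EG036525 (aminotransferase-like). Median transcript length among these 15 was 483 bp for the lettered genes and 2848 bp for the annotated genes. When the normalised counts were not divided by length, the 15 highest held 7 lettered and 8 annotated genes, and 12 genes were in both lists. From the few annotations among the highest expressed genes, the paper reasons that the functional properties of *Nasonia* venom are unique.

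**Figure D2:**
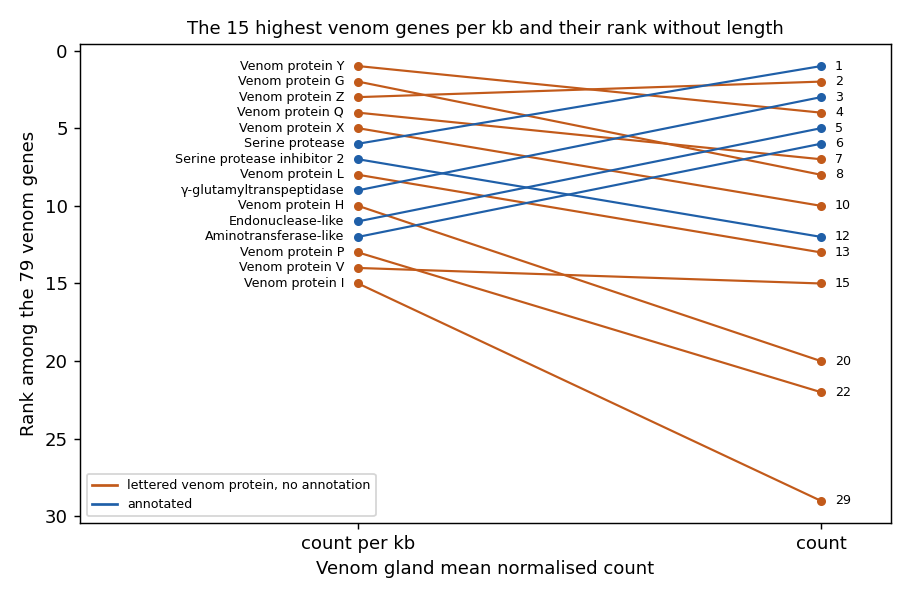
Rank among the 79 venom protein encoding genes of the 15 genes with the highest VG mean normalised count per kb (left), and rank of the same genes by VG mean normalised count without division by length (right), with rank 1 at the top. Lines are orange for lettered venom proteins and blue for annotated genes, and Venom protein I falls the furthest, from rank 15 to rank 29.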

Next we used sequence homology based clustering to identify any relationships amongst the highly expressed unannotated genes. Using this approach only two small clusters of unannotated venom encoding genes were identified (V/Z and L/K), suggesting that most of these novel loci have evolved independently, rather than through an expansion of a single gene cluster (Additional file 2). Calreticulin (*Nasvi2EG037342*) was the highest ovary expressed venom encoding gene, which is not surprising given it also functions as a core immune response gene [26–28]. 

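Calreticulin (Nasvi2EG037342) had an ovary mean of 7302 and a VG mean of 62055 in the authors' deposited table, a log2 fold change of 3.09 (adjusted p = 0.00032 from the authors' DESeq test). Its ovary mean ranked 227 among all genes. Its ratio of ovary to VG counts was 3640 times the median ratio of the 15 most abundant venom protein encoding genes. Of the 56 venom protein encoding genes with a VG mean of at least 10000, it was 1 of 12 with a ratio more than 10 times that median.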

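Nasvi2EG011442 had no read in any VG library. Its ovary mean in the authors' deposited table was 2.28, which corresponds to 16 reads, of which 13 were in ovary library c, and without that library the ovary mean was 0.589. This mean lies under the VG floor, so the level in the VG was not shown to differ from that in the ovary at this depth. It ranked 64 among the 79 venom protein encoding genes by ovary mean.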

The single venom encoding gene that was not expressed in our venom dataset, a trypsin-1 serine protease (*Nasvi2EG011442*), also had very little expression in the ovary (Fig. 3 and Table 2).

**Table 2:** Summary of VG and ovary RNA-seq data for the 79 *Nasonia* venom protein encoding genes

	Gene ID	Ovary read counts^b^	VG read counts^b^	Log_2_ Fold Change^c^	Adj p-val	Classification
High^a^	Nasvi2EG013868	141	4600307	15.00	2.33E-127	Venom protein Y
	Nasvi2EG009648	76	2859048	15.20	7.49E-129	Venom protein G
	Nasvi2EG009662	93	2701601	14.82	7.75E-126	Venom protein Z
	Nasvi2EG009647	90	2310849	14.65	2.5E-124	Venom protein Q
	Nasvi2EG014072	75	2063715	14.75	4.41E-85	Venom protein X
	Nasvi2EG007167	43	1532232	15.11	7.49E-129	Serine protease
Medium^a^	Nasvi2EG003930	49	1218607	14.61	5.88E-123	Serine protease inhibitor 2
	Nasvi2EG014069	26	976928	15.20	1.2E-106	Venom protein L
	Nasvi2EG006243	25	819734	15.03	5.88E-111	γ-glutamyltranspeptidase
	Nasvi2EG012348	23	756942	15.04	1.14E-125	Venom protein H
	Nasvi2EG009035	22	666528	14.92	5.13E-127	Endonuclease-like
	Nasvi2EG036525	18	660159	15.17	4.8E-129	Aminotransferase-like
	Nasvi2EG008596	25	595426	14.56	7.8E-121	Venom protein P
	Nasvi2EG009661	21	590933	14.80	1.37E-124	Venom protein V
	Nasvi2EG002524	11	386873	15.11	1.45E-74	Venom protein I
	Nasvi2EG001168	68	385586	12.47	3.96E-92	Immunoglobulin-like
	Nasvi2EG014575	10	312136	14.94	1.22E-99	Venom protein K
	Nasvi2EG010245	10	257730	14.72	4.26E-84	Odorant-binding protein
	Nasvi2EG019091	48	245164	12.31	4.4E-13	Venom protein M
	Nasvi2EG010351	7	197286	14.79	1.09E-124	Glucose dehydrogenase-like
	Nasvi2EG004342	6	181642	14.97	9.19E-125	Lipase-like
	Nasvi2EG016543	12	155729	13.63	3.31E-110	Venom protein N
	Nasvi2EG007615	4	153498	15.08	1.03E-125	Lipase
	Nasvi2EG021024	737	149042	7.66	3.33E-50	Serine protease homologue
	Nasvi2EG009991	4	145328	15.06	3.41E-127	Acid phosphatase
	Nasvi2EG020297	387	141654	8.52	6.11E-59	Serine protease/CLIP
	Nasvi2EG022918	4	130887	14.97	7.1E-125	Serine protease
	Nasvi2EG008779	4	115742	14.82	1.21E-124	Aminotransferase-like
	Nasvi2EG000667	5	104214	14.48	1.04E-119	Serine proteinase inhibitor
	Nasvi2EG004628	8	98159	13.59	4.58E-65	Venom protein D
	Nasvi2EG000354	7	91416	13.72	2.06E-19	Cysteine-rich/TIL 1
	Nasvi2EG016421	91	90433	9.96	9.19E-65	α-Esterase
	Nasvi2EG004144	5	81771	14.02	6.13E-19	Venom protein T
	Nasvi2EG037101	6	77272	13.57	2.54E-48	Chitin binding protein-like
	Nasvi2EG019611	2	75339	15.19	5.42E-125	Laccase
	Nasvi2EG020586	2	66726	15.06	9.42E-120	Serine protease
	Nasvi2EG013736	54	64975	10.24	2.62E-45	Serine protease inhibitor 1
	Nasvi2EG020997	1	63251	15.64	7.83E-121	Venom protein J
	Nasvi2EG026553	4	46698	13.56	3.89E-109	Lipoprotein receptor-like
	Nasvi2EG020296	716	42847	5.90	1.43E-32	Serine protease/CLIP
	Nasvi2EG006920	3	42299	13.91	9.42E-113	Arylsulphatase b
	Nasvi2EG002112	224	38349	7.42	1.67E-47	β-1,3-Glucan recognition
	Nasvi2EG022916	2	38281	14.41	4.45E-79	Serine protease
	Nasvi2EG000112	18	34599	10.87	3.97E-83	Apyrase
	Nasvi2EG022914	1	33717	14.50	1.78E-111	Serine protease
	Nasvi2EG037342	3926	33363	3.09	3.21E-04	Calreticulin
	Nasvi2EG004152	18	26602	10.57	2.07E-79	Venom protein R
	Nasvi2EG020295	1	24624	14.74	1.28E-113	Serine protease/CLIP
	Nasvi2EG005749	1	23005	14.93	1.58E-59	Serine protease
	Nasvi2EG013838	711	22562	4.99	5.35E-11	Venom protein F
	Nasvi2EG011463	1	20535	14.43	9.18E-110	Inositol phosphatase
	Nasvi2EG004824	3	19029	12.49	6.8E-51	Venom protein E
Low^a^	Nasvi2EG006071	1	18923	14.14	9.03E-97	Venom protein S
	Nasvi2EG023753	103	12408	6.91	3.68E-42	Dipeptidylpeptidase IV
	Nasvi2EG013885	1	9901	13.00	2.6E-102	γ-Glutamyl transpeptidase 2
	Nasvi2EG005790	1	8481	13.24	6.37E-25	Antigen-5 like
	Nasvi2EG006543	30	7665	8.00	2.54E-40	γ-Glutamyl cyclotransferase-
	Nasvi2EG016379	0	7408	15.24	3.96E-78	Venom protein U
	Nasvi2EG005645	0	5919	13.75	5.86E-31	Venom protein O
	Nasvi2EG007282	390	4909	3.65	1.54E-09	Serine protease
	Nasvi2EG000351	84	3807	5.51	1.44E-01	Cysteine-rich/TIL 2
	Nasvi2EG008007	5	1805	8.46	3.43E-27	Angiotensin-converting
	Nasvi2EG022626	326	532	0.71	6.18E-01	Serine protease/CUB
	Nasvi2EG009433	47	426	3.17	1.90E-04	Cysteine-rich/KU
	Nasvi2EG000909	93	147	0.66	4.82E-01	C1q-like venom protein
	Nasvi2EG009664	1	110	6.65	1.19E-03	Cysteine-rich/Pacifastin 1
	Nasvi2EG009665	4	93	4.62	2.44E-03	Cysteine-rich/Pacifastin 2
	Nasvi2EG012510	5	83	4.17	1.23E-04	Chitinase 5
	Nasvi2EG012285	9	77	3.15	1.94E-05	Acid phosphatase
	Nasvi2EG015708	929	68	−3.76	1.14E-15	Aspartylglucosaminidase
	Nasvi2EG008324	200	62	−1.70	4.03E-04	Trehalase
	Nasvi2EG007347	18	41	1.19	1.00E + 00	Serine protease
	Nasvi2EG005784	1	21	4.63	3.49E-02	Antigen 5-like protein
	Nasvi2EG010516	3	20	2.88	1.03E-02	Metalloprotease
	Nasvi2EG007166	0	16	N/A	4.85E-06	Serine protease
	Nasvi2EG015589	1	8	3.37	7.42E-03	Laccase
	Nasvi2EG021414	0	3	4.23	3.08E-01	Nucleoside hydrolase
	Nasvi2EG011314	0	1	N/A	7.67E-01	Venom protein W
	Nasvi2EG011442	1	0	N/A	1.00E + 00	Serine protease

^a^Expression category, see methods for details

^b^Library size normalised read counts from DESeq divided by transcript length (in kb) and sorted in descending order based on the venom gland values

^c^Fold changes calculated directly from library size normalised read counts by DESeq

**Table 3:** Highest 15 expressed genes in the VG and ovary sorted in descending order by normalised read counts

Venom gland data					
Gene ID	Ovary normalised counts^b^	VG normalised counts^b^	Log_2_ Fold Change^c^	Adj p-val	Classification
Nasvi2EG013868^a^	141	4600307	15.00	2.33E-127	Venom protein Y
Nasvi2EG009648^a^	76	2859048	15.20	7.49E-129	Venom protein G
Nasvi2EG009662^a^	93	2701601	14.82	7.75E-126	Venom protein Z
Nasvi2EG009647^a^	90	2310849	14.65	2.50E-124	Venom protein Q
Nasvi2EG014072^a^	75	2063715	14.75	4.41E-85	Venom protein X
Nasvi2EG021198	62	1557446	14.61	6.16E-55	Unknown
Nasvi2EG007167^a^	43	1532232	15.11	7.49E-129	Serine Protease
Nasvi2EG003930^a^	49	1218607	14.61	5.88E-123	Serine protease inhibitor 2
Nasvi2EG009363	54	1217247	14.45	5.14E-121	Unknown
Nasvi2EG014069^a^	26	976927	15.20	1.20E-106	Venom protein L
Nasvi2EG006243^a^	25	819734	15.03	5.88E-111	γ-glutamyltranspeptidase
Nasvi2EG012348^a^	23	756942	15.04	1.14E-125	Venom protein H
Nasvi2EG011080	20	722740	15.15	3.50E-126	Unknown
Nasvi2EG009035^a^	22	666528	14.92	5.13E-127	Endonuclease-like
Nasvi2EG036525^a^	18	660159	15.17	4.80E-129	Aminotransferase-like 2
Ovary data					
Nasvi2EG004175	35984	37	−9.92	4.96E-65	Unknown
Nasvi2EG002830	34980	10187	−1.78	7.40E-05	HEAT shock 70
Nasvi2EG000341	29283	27085	−0.11	1	CCHC-type zinc finger
Nasvi2EG007353	29093	708.41	−5.36	2.33E-32	ATP-dependent RNA helicase
Nasvi2EG002390	25623	73530	1.52	2.81E-3	40S ribosomal protein
Nasvi2EG006904	25600	45210	0.82	2.70 E-1	Elongation factor 1-alpha
Nasvi2EG011214	25321	70701	1.48	2.69E-2	40S ribosomal protein
Nasvi2EG020214	25158	139912	2.48	1.38E-4	60S acidic ribosomal protein
Nasvi2EG004598	25153	72614	1.53	2.70E-3	60S ribosomal protein
Nasvi2EG007380	23250	117959	2.34	1.28E-3	60S acidic ribosomal protein
Nasvi2EG019818	23062	85908	1.90	1.68E-4	40S ribosomal protein
Nasvi2EG003839	22711	103851	2.20	1.39E-05	60S ribosomal protein
Nasvi2EG007413	22602	92995	4.11	5.36E-05	40S ribosomal protein
Nasvi2EG011575	21836	57655	2.64	2.21E-2	60S ribosomal protein
Nasvi2EG014261	21805	219749	10.08	3.29E-11	Unknown

^a^Indicates venom protein encoding gene

^b^Library size normalised read counts from DESeq, divided by transcript length (in kb) and sorted in descending order based on the venom gland values

^c^Fold changes calculated from library size normalised read counts by DESeq

**Fig. 3:**
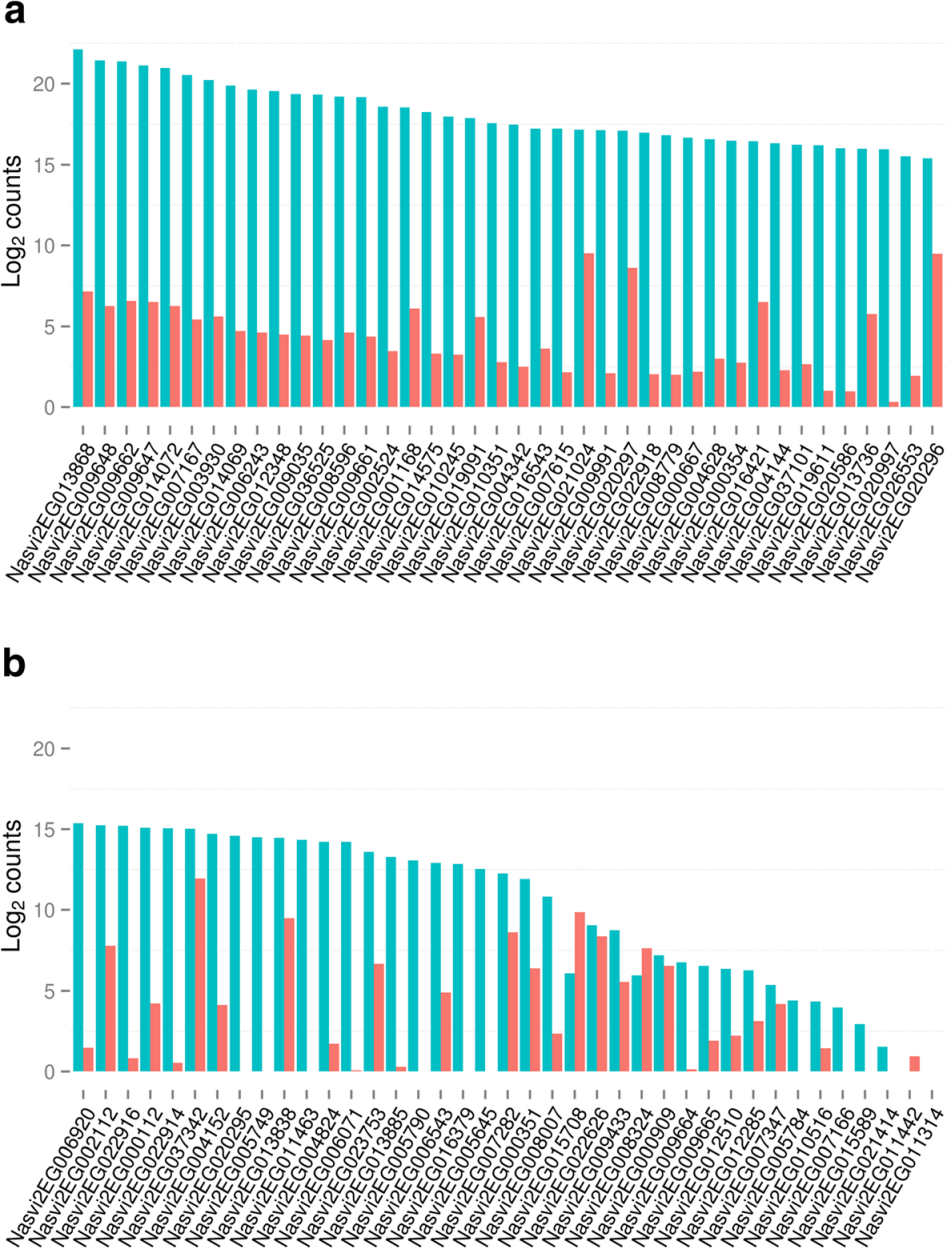
Venom genes were highly expressed in the VG. Log_2_ normalised gene counts for the 40 highest expressed (**a**), and 39 lowest expressed (**b**), venom protein encoding genes (sorted by highest observed loci count). VG counts are shown in blue and ovary counts in orange

### RNA-seq identifies 472 novel genes

The generation of the official gene set for *Nasonia* did not include evidential sequencing data specifically obtained from VG samples, so we predicted that genes expressed in this relatively small organ might be underrepresented in the current gene models. Therefore, we used the Cufflinks software package to identify novel genes based on mapped reads that did not overlap with any current annotations in OGS2 [29] (Additional file 3). This approach identified 472 putative genes from both VG and ovary datasets (Additional file 4). We merged these new gene models into the official gene set and repeated the DESeq differential expression analysis (Additional file 5). This showed that 140 (30 %) of the novel genes were significantly upregulated and 56 (12 %) were significantly down regulated in the VG tissue; the remaining 276 genes (58 %) were not differentially expressed between the tissues (Fig. 4). The highest expressed novel genes in both the VG and ovary were shown to be highly tissue specific. The most differentially expressed novel VG gene (based on fold change) XLOC_013208 was also predicted to have an alternate splice form that truncated exon 3 (Fig. 5). Unfortunately, the putative proteins encoded by XLOC_013208 splice forms have no homology to any domains in the database so we are not able to predict possible functional consequences of this splicing event. As a result of low homology to sequences in the NCBI database only ten of the 472 novel genes identified here could be annotated with gene ontology terms using Blast2GO (Table 4). Extending the Cufflinks splice form prediction methodology to the currently annotated venom protein encoding genes failed to identify any significant alternative splice forms between the VG and ovary transcriptomes.

**Fig. 4:**
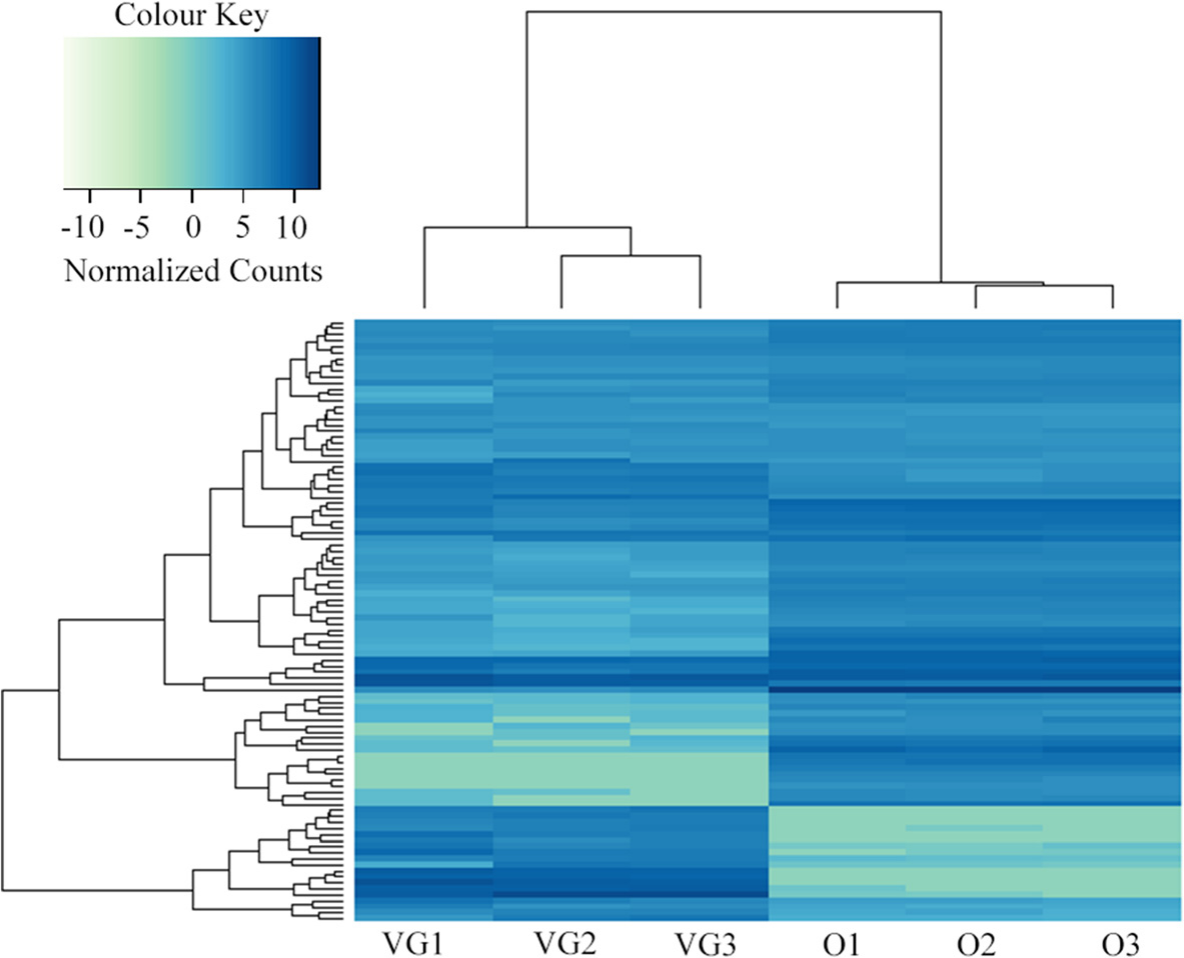
Heatmap of normalised counts for the 100 highest expressed novel genes identified by cufflinks in the ovary and VG expression data. The top 100 novel genes identified by cufflinks based on mean expression in the VG and Ovary colour coded by expression level. VG1-3 and O1-3 represent data from the three VG and ovary replicates, respectively. The dendrogram shows the clustering of samples based on euclidian distance

**Fig. 5:**
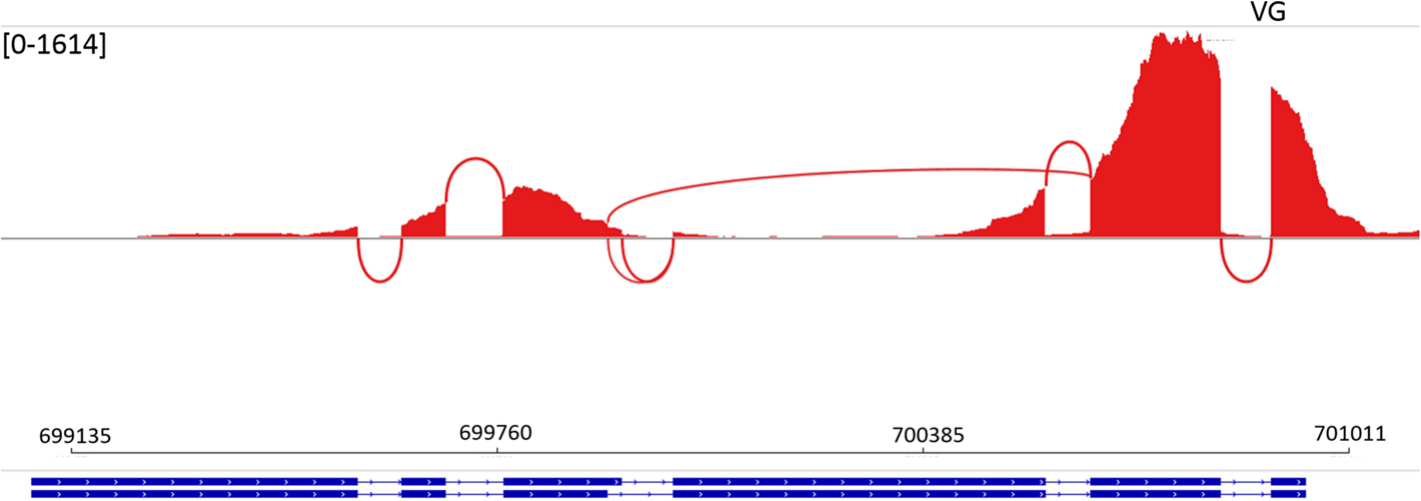
Differential splicing of VG specific novel gene XLOC_013208. The coverage of mapped reads over the two predicted gene models for XLOC_013208 the highest expressed novel gene in the VG. The coverage range is displayed in the square brackets in the top left corner of the figure. The blue bar represents the gene model as predicted by cufflinks. The thick sections represent exons and the thin lines represent introns. The rightward pointing arrows represent the orientation of the gene and the numbers above are for reference to the base pair position on scaffold 29

**Table 4:** Gene annotations of novel detected transcripts from *Nasonia vitripennis* VG and Ovary samples

Gene ID	Classification	GO terms
XLOC_005019	Atp-dependent dna helicase q4	metal ion binding, helicase activity, heterocyclic compound binding, organic cyclic compound binding
XLOC_010355	Signal peptidase complex catalytic subunit sec11a	signal peptide processing, integral to membrane, proteolysis, serine-type peptidase activity
XLOC_012101	N-acetylneuraminate lyase-like	lyase activity, metabolic process
XLOC_013961	NADH dehydrogenase subunit 2	mitochondrial electron transport, NADH to ubiquinone, mitochondrial inner membrane, respiratory chain, respiratory chain, NADH dehydrogenase (ubiquinone) activity, integral to membrane
XLOC_015645	NADH dehydrogenase subunit partial	integral to membrane, mitochondrion, oxidation-reduction process, NADH dehydrogenase (ubiquinone) activity
XLOC_016115	Uncharacterized aarf domain-containing protein kinase 1	protein phosphorylation,oxidation-reduction process, protein kinase activity, ubiquinone biosynthetic process, ATP binding, flavin adenine dinucleotide binding oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, NAD(P)H as one donor, and incorporation of one atom of oxygen
XLOC_016465	60s ribosomal protein	ribosome, structural constituent of ribosome, translation
XLOC_019886	28 s ribosomal protein mitochondrial	ribosome, structural constituent of ribosome, translation
XLOC_020689	signal peptidase complex subunit 3	peptidase activity, signal peptide processing, integral to membrane, signal peptidase complex
XLOC_022279	inosine-5 -monophosphate dehydrogenase 1b	oxidation-reduction process, adenyl nucleotide binding, metal ion binding, GMP biosynthetic process, cytoplasm, IMP dehydrogenase activity

### Expression of venom protein encoding genes previously identified as high value candidates

Using our data we were then able to examine the expression pattern of genes previously identified as high value venom candidates based on bioinformatic annotations or results from studies in other venomous species [7, 9]. To differentiate the genes based broadly on their expression level we placed the 79 venom protein encoding genes into high, medium or low expression categories based on three equal divisions of normalised counts across our entire dataset (see methods). These categories were defined by normalised read count ranges of <181700, 181701-1218700,>1218701 for low, medium and high, respectively.

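With these boundaries applied to the VG count per kb, 6 of the 79 venom protein encoding genes were high, 14 were medium and 59 were low. Of the 59, 16 had no length used here, and their VG means in the authors' deposited table were all at or below 1613. The high genes took 46.5% of the VG sum of the 79 genes, the medium genes 37.6% and the low genes 15.9%. Among the genes of Additional file 1 used here, 17 genes outside the 79 lay above the lower boundary and 1 of them, Nasvi2EG021198, above the upper one.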

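The VG counts per kb of the high genes other than Venom protein Y and Nasvi2EG007167 were 2859048 for Venom protein G, 2701601 for Venom protein Z, 2310849 for Venom protein Q and 2063715 for Venom protein X. Without division by length, VG means of the high genes ran from 924544 to 5344426 in the authors' deposited table, and all 6 were called higher in the VG. By that measure, Venom protein X ranked 10 among the 79 genes.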

The highly expressed category was dominated by novel venom genes (Venom proteins G, Q, X, Y, and Z), with the single annotated loci being the trypsin-like serine protease *Nasvi2EG007167* (Table 2). Serine proteases play broad functional roles across insect physiology, including apoptosis, immunity, and development [30, 31]. 

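The gamma-glutamyltranspeptidase Nasvi2EG006243 had a VG count of 819734 per kb and the endonuclease-like gene Nasvi2EG009035 a VG count of 666528 per kb. Their VG means in the authors' deposited table were 2334603 and 1948928 without the length, which ranked 3 and 5 among all genes. The log2 fold changes recomputed from the authors' deposited table were 15.03 and 14.92.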

The medium expression category includes the gamma-glutamyltranspeptidase and endonuclease-like venom genes, which have been previously implicated in initiating venom induced apoptosis by interfering with normal metabolism of glutathione and by degrading nuclear DNA, respectively [7, 32, 33]. Similarly, the aminotransferase-like venom gene encodes an enzyme predicted to produce kynurenic acid from kynurenine and this may also be involved in apoptosis [34, 35]. 

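The aminotransferase-like gene Nasvi2EG036525 had a VG count of 660159 per kb and ranked 12 among the 79 venom protein encoding genes. Its means in the authors' deposited table were 1845145 in the VG and 50.0 in the ovary. A further aminotransferase-like venom gene, Nasvi2EG008779, had a VG count of 115742 per kb, which is below the lower boundary.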

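Insulin binding protein Nasvi2EG001168 (IMPL-L2) had a VG count of 385586 per kb, and the glucose dehydrogenase-like gene Nasvi2EG010351, of carbohydrate metabolism, a VG count of 197286 per kb. Of the 15 serine protease and serine protease homologue genes among the 79, none fell between the printed boundaries, and 12 were called higher in the VG in the authors' deposited table. The highest of those 15 after Nasvi2EG007167 was the homologue Nasvi2EG021024, at 149042 per kb. Of the 3 serine protease inhibitor genes, 1 fell between the boundaries, Nasvi2EG003930 at 1218607 per kb.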

Other medium expression category genes of note include IMPL-L2, enzymes involved in carbohydrate metabolism, and several serine proteases/proteinase inhibitor genes. Insulin binding protein (*Nasvi2EG001168*) is possibly involved in initiating the developmental arrest by blocking insulin signalling [7, 36].

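For Nasvi2EG001168, the means in the authors' deposited table were 1149431 in the VG and 203 in the ovary, a log2 fold change of 12.47 (adjusted p = 4.0e-92 from the authors' DESeq test). Its VG mean ranked 9 among all genes.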

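Within the low category, VG means ran from 0 to 530881 in the authors' deposited table, and 50 of its 59 genes were called higher in the VG. Together these genes took 8.44% of the VG sum. The 8 venom protein encoding genes with a VG mean under 100 took 0.00053% of the VG sum of the 79 genes.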

The majority of venom protein encoding genes fit into the low expressed category based on our designations. 

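Divided by length, the VG counts were 34599 per kb for apyrase (Nasvi2EG000112), 38349 per kb for the beta-1-3-glucan recognition protein (Nasvi2EG002112) and 12408 per kb for the dipeptidyl peptidase (Nasvi2EG023753). In the authors' deposited table their log2 fold changes were 10.87, 7.42 and 6.91. Their VG means without the length were 67710, 85787 and 99874 in the authors' deposited table, which ranked 95, 80 and 67 among all genes.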

Notable venom protein encoding genes in the low expression group include apyrase, beta-1-3-Glucan recognition protein, dipeptidyl peptidase, metalloprotease, trehalase, chitinase, and all five of the venom cystein-rich/Pacifastin protease inhibitors (Table 2). The first three of these aforementioned genes have been proposed to be involved in modifying the host immune response [7, 37, 38]. The metalloprotease has been suggested to be involved in venom induced developmental arrest by interfering with normal Notch signalling [1]. The trehalase gene important for metabolising carbohydrates is also one of the few such genes expressed at higher levels in the ovary in our dataset. As noted by [7] the observation of proteins normally associated with breakdown of the chitin rich cuticle is somewhat puzzling given *Nasonia* larvae are able to mechanically access the host hemolymph using their mandibles [7, 39]. Antigen 5-like protein and the cystein-rich/pacifastin protease inhibitors have been identified in the venom of the *Apis mellifera* and *Pimpla hypochondriaca* [40, 41].

### Metatranscriptomic analysis of *Nasonia* VG and ovary tissue

Finally, although the library preparation method included an mRNA enrichment step, we were interested in looking for any evidence for the involvement of bacteria (such as *Wolbachia*) or viruses in *Nasonia* venom function. Therefore, we performed a metatranscriptomic analyses of reads that did not align to the *Nasonia* genome [42, 43]. At the phylum level reads from both tissues could be assigned to viruses (42.5 %), Nematoda (17 %), Chordata (18 %) and Proteobacteria (5.5 %). A large proportion of the unmapped reads were assigned to viruses, with most of these being identified as an uncharacterised ‘Nasonia vitripennis virus’ (Taxonomic id #626355) (Fig. 6). The nematode reads were assigned to *Brugia malayi* and *Trichuris trichiura*, thus we initially suspected that this result may represent hits to the *Wolbachia* symbionts that are associated with both of these species [44]. However, subsequent megablast searches against the NCBI nr/nt database with these reads revealed both the Nematoda and Chordata groupings were based on low diversity rRNA sequences that were taxonomically uninformative.

**Fig. 6:**
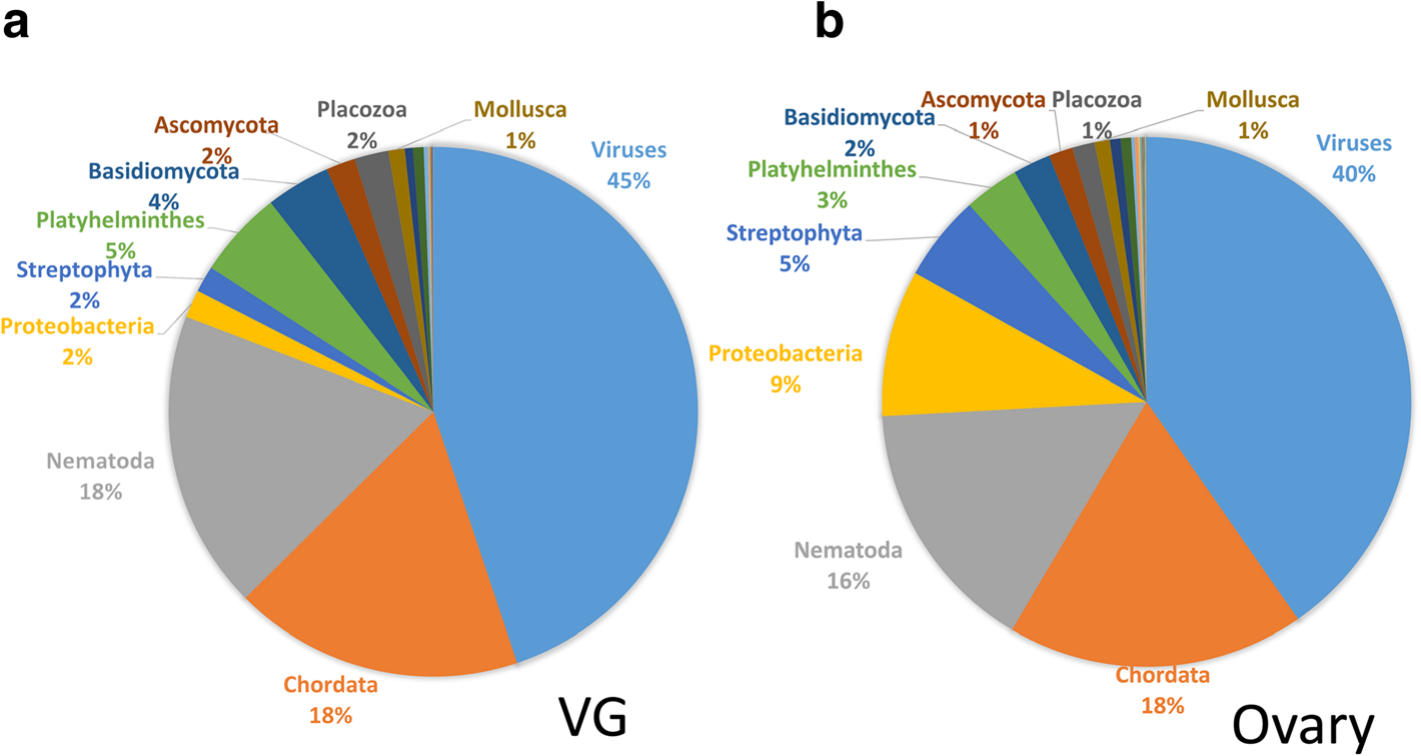
Differences in metatranscriptomic composition of the VG and ovary. Distribution of reads that did not map to the *Nasonia* genome assigned to the phylum level from the VG **a** and ovary **b** RNA-seq data by the program Megan

As expected a large proportion (87 %) of the Proteobacteria reads from the ovary were assigned to *Wolbachia* species (Fig. 7). In contrast relatively few reads could be assigned to *Wolbachia* species in the Proteobacteria grouping from the VG. *Clostridium cellulosi* and *Streptococcus anginosus* were the most common species assignments in the VG, however, relative to the abundance of *Wolbachia* assigned reads in the ovary, very few reads could be assigned at this narrow taxonomic level in the VG data (Fig. 7). Thus based on this data there is little evidence supporting a role for microorganisms in *Nasonia* venom function.

**Fig. 7:**
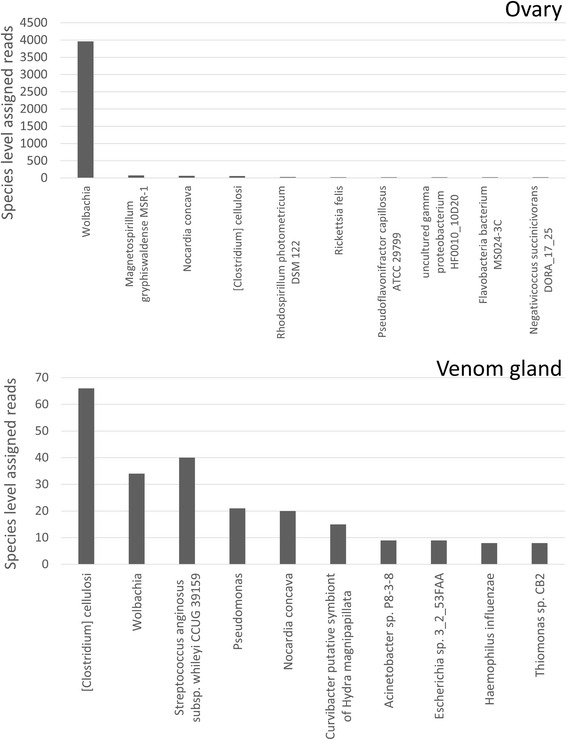
Proteobacteria species identified in the venom gland and ovary. Distribution of reads that did not map to the *Nasonia* genome, which can be assigned to Proteobacteria species in the ovary and VG data by Megan

## Discussion

The expression levels of venom protein encoding genes obtained in this study provides additional information that can be used to select candidates for further functional analysis using either RNAi or recombinant techniques. The ovary RNA-seq also provides a proxy for the tissue specificity of the venom encoding gene expression that can be used to further refine candidate selection. It should be noted that high venom gene expression does not automatically imply that the encoded peptide is responsible for important envenomation phenotypes. Other biological features, such as translational regulators, post-translational modifications and mRNA/protein stability could also be critical to the function of gene products in the venom context. Indeed, it has been argued that as a result of extensive posttranslational modifications, final venom protein composition is largely independent of transcriptional control [45, 46]. The legitimacy of this view has been challenged by a more recent study showing strong correlations between the venom transcriptomes and proteomes of several snake species [47]. Ultimately, additional high quality quantitative proteomic and transcriptomic data will be required to more fully appreciate the general importance of posttranslational mechanisms on venom composition. Finally, it is also worth considering that highly expressed venom genes may perform accessory functions, such as protecting the venom reservoir of the wasp from being attacked by its own venom, as has been observed in snakes [48].

The highest expressed annotated venom encoding gene was a trypsin-like serine protease. Unfortunately, serine proteases are a very common functional category in insect genomes making it difficult to propose a role for this highly expressed gene (especially in the venom context). Previous studies using Sf21 cells have shown that the apoptotic activity of *Nasonia* venom could be reduced by the addition of serine protease inhibitors [49]. Interestingly, amongst the ten most highly expressed venom protein encoding genes with annotations, all three point to roles in apoptosis [7, 32, 33]. This may highlight the importance of apoptosis for the early envenomation effects, perhaps by assisting with the distribution of venom throughout the host or by suppressing the immune system by destroying circulating hemocytes [49]. *Nasonia* venom has also been shown to induce apoptosis in *S. bullata* neural tissue and this has been suggested as a possible explanation for developmental arrest in envenomated this host [50].

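Among the 15 venom protein encoding genes highest per kb, the 10 lettered genes took 18.4% of the VG sum and the 5 annotated genes 21.9%. All shares in this paragraph are of counts not divided by length, which gives longer genes more weight. The median length was 483 bp for these 10 genes and 2848 bp for these 5, so the shares do not compare numbers of transcripts. All 23 lettered genes together took 37.3% of the VG sum of the 79 genes. Among the 15 highest without division by length, the lettered genes took 17.0% of the VG sum and the annotated genes 26.1%.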

Perhaps the most dramatic finding from this study was that over half of the top 15 expressed venom protein encoding genes have no functional annotation, including the highest expressed gene ‘Venom protein Y’. In retrospect maybe this should not be surprising given the complex evolutionary processes that drive specialisation of venom peptides [51]. However, this observation does highlight the value of candidate selection methods (such as RNA-seq) that are not biased towards genes with existing annotation information. Even for those genes that are bioinformatically annotated, it should be recognised that most of the functional data comes from experiments in model systems that are non-venomous.

Another interesting finding from this study is that several venom peptides that have been previously implicated in venom function were shown to be only lowly expressed in our data [1, 7, 9]. 

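The metalloprotease Nasvi2EG010516 had a VG mean of 32.0 and an ovary mean of 4.34 in the authors' deposited table (log2 fold change 2.88, adjusted p = 0.010 from the authors' DESeq test). These means correspond to 41 reads over the 3 VG libraries and 32 reads over the 3 ovary libraries. It ranked 74 of the 79 venom protein encoding genes by VG mean, and its adjusted p-value was above 0.01. Another gene that the authors' deposited table annotates as a metalloprotease, Nasvi2EG004214, had a VG mean of 448584 and is not among the 79.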

Perhaps the best example is the metalloprotease (*Nasvi2EG010516*) predicted to be involved in initiating developmental arrest, was one of the lowest expressed of the venom protein encoding genes in our dataset [1, 52]. We also observed that all five cysteine rich protease inhibitors suggested to be involved in disrupting host immunity by inactivating the pro-phenol oxidase cascade were also expressed at low levels [7]. 

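The 5 cysteine-rich venom genes differed in VG mean by more than 2 orders of magnitude in the authors' deposited table. The TIL genes Nasvi2EG000354 and Nasvi2EG000351 had VG counts of 91416 and 3807 per kb. For the KU gene Nasvi2EG009433, the VG mean in the authors' deposited table was 1613 and the log2 fold change 3.17. The Pacifastin genes Nasvi2EG009664 and Nasvi2EG009665 had VG means of 130.1 and 157 in the authors' deposited table, with log2 fold changes of 6.65 and 4.62. Of the 10 ovary reads of Nasvi2EG009664, 9 were in ovary library a, and its ovary mean of 1.30 in the authors' deposited table was 0.202 without that library. Of the 5 genes, 4 were called higher in the VG, the exception being Nasvi2EG000351.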

The low expression of chitinase-type venom genes also suggests they may not be directly involved in venom function, especially given *Nasonia* larvae are able to mechanically disrupt the host integument during feeding.

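Chitinase 5 (Nasvi2EG012510) had a VG mean of 184 and an ovary mean of 10.3 in the authors' deposited table, a log2 fold change of 4.17 (adjusted p = 0.00012 from the authors' DESeq test). The chitin binding protein-like gene Nasvi2EG037101 had a VG count of 77272 per kb. Outside the 79 genes, Nasvi2EG021382, which the authors' deposited table annotates as an endochitinase, had a VG mean of 89408.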

Cufflink based transcript assembly of the VG and ovary RNA-seq data allowed us to identify 472 previously undescribed transcribed regions in the *Nasonia* genome. The low expression and lack of homology to other known genes might explain why they have not been previously described. Alternatively these observations may indicate they represent artefacts of the cufflinks methodology. Re-evaluation of the raw venom proteomic data may enable the identification of additional peptide fragments based on these new gene models. It is worth noting that the OGS2 models were developed based on RNA-seq data from the *Wolbachia* free Asymcx strain of *Nasonia.* As some of the new gene models identified here could be induced by *Wolbachia* infection they represent candidates for being involved in the cytoplasmic incompatibility phenotypes induced by this protobacteria.

Finally, the metatranscriptomic study revealed that viruses represented a large proportion of non-*Nasonia* reads in the VG and ovary transcripts. Particularly ‘Nasonia vitripennis virus’, which has a positive strand ssRNA genome and is part of the Picornavirales order and the Iflaviridae family but remains unassigned to lower taxonomic ranks [23]. ‘Nasonia vitripennis virus’ has a ssRNA genome so reads may be derived from either messenger RNA or the ssRNA genome. The latter, opens up the possibility of performing a *de novo* assembly of the viral genome from our transcriptome data. Studies have shown that this virus causes no observed detrimental effect on *Nasonia* and it remains an open question as to whether these transcripts end up in the venom itself [23]. As expected the ovary metatranscriptome was dominated by *Wolbachia* transcripts. In contrast, we identified relatively few *Wolbachia* sequences in the VG, suggesting this bacteria is unlikely to play an important role in venom function. However, it is important to note that the RNA-seq library preparation methods used in our study enriched for poly A+ reads and thus many bacterial sequences would not have been sequenced in this experiment. Follow up experiments using total RNA library preparation methods are required to conclusively rule out a possible role for *Wolbachia* in *Nasonia* venom function.

Animal venoms represent an important source of natural products with pharmaceutical value; as demonstrated by the development of important drugs, such as Exenatide from the Gila monster lizard, and Captopril isolated from the venom of the lancehead viper [53]. More recently molecules isolated from reptile and arthropod venom have been shown to have therapeutic value in the treatment of cancer [54, 55]. With this in mind the venom of parasitoid hymenoptera holds particular promise, given the incredible species richness of this group of animals, a potentially vast and unique source of molecules awaits discovery. We also predict that venoms target highly conserved core cellular pathways, as a mechanism to limit the ability of the host to evolve detoxification strategies. Indeed, *Nasonia* venom has been shown to have bioactivity against mammalian immune pathways, further highlighting the pharmaceutical value of these molecules [6]. The results reported here point to an important role for novel genes in venom function, and this information should assist with the selection of candidates in future functional studies.

## Conclusions

In this study we used RNA-seq to generate a comprehensive dataset of expression information for VG and ovary in the developing model system *Nasonia*. Information on the expression level of the 79 venom protein encoding genes provides an unbiased approach for selecting RNAi candidates, especially as bioinformatic annotations are likely to be unreliable. As our knowledge of venom gene function increases our ability to understand the fundamental molecular mechanisms underlying envenomation will also be improved. This latter knowledge will be important in future efforts to use *Nasonia* venom in drug development pipelines.

## Methods

### *Nasonia* and tissue collection

The *Nasonia* (LABII strain) was a gift from Prof. Jack Werren, University of Rochester, USA. The *Nasonia* were hosted on *Lucilia sericata* pupae obtained from a commercial insectary (Biosupplies Ltd). Venom gland (VG) and ovary tissue from mated, host exposed, 1–3 day old females, was dissected under aseptic conditions and placed immediately into ice cold Trizol (Ambion). Each replicate contained VG or ovaries tissue pooled from between 40 and 50 individuals.

### RNA-seq and functional annotation

RNA was extracted using the modified RNeasy (Qiagen) protocol. Briefly, tissue was initially homogenised in 1 ml of Trizol before the addition of 0.2 ml chloroform (Merck). The sample was centrifuged at 10,000 rpm for 10 min at room temperature and the supernatant was transferred to a Qiagen RNeasy column. The column was centrifuged at 10,000 rpm for 15 s before the bound RNA was washed twice with 0.5 ml Qiagen RPE buffer. The RNA was eluted in 30 ul of RNase free water as described in the RNeasy protocol. The quality of the purified RNA was verified using a Bioanalyzer (Agilent) with all samples having a RNA integrity score >7. Poly-T beads were used to enrich for mRNA and TruSeq (Illumina) stranded cDNA sequencing libraries were constructed by the Otago Genome Service (NZGL). The 100 bp paired end sequencing run was performed on the Illumina HiSeq2500 platform.

The raw RNA-seq data was processed with fastq-mcf to remove sequencing adapters and primers [56]. The reads were quality trimmed to a Phred score of >20 using SolexaQA v3.1.3 [57]. The paired-end reads were then mapped to the *N. vitripennis* genome [4] using Tophat2 (version 2.1) with the default settings, except for library type set as “fr-firststrand” based on the sequencing chemistry used during the library preparation [58]. Read counts for gene feature in the *N. vitripennis* official gene set version 2 were generated using HTSeq-count (version 0.6.1p) with ‘union mode’ on exon features and incorporating strand information [59].

Differential expression between the ovary and VG read counts was determined using DESeq as described in the package vignette [25, 60]. A gene was considered differentially expressed if it had an adjusted *p*-value < 0.05. Principal component analysis was performed using R with the prcomp function. The heatmaps were generated using heatmap.2 (ggplots CRAN package) and clustered based on euclidean distance. A one-tailed enrichment analysis for enrichment of functional categories was carried out with Blast2GO using both the newly annotated venom and ovary expressed genes as the target and the entire gene set as the reference [61]. Soley for the purposes of ranking genes based on expression level, we divided the DESeq normalised read counts by the transcript length (in kilobases) to compensate for the effects of gene length on counts. These length normalised counts are shown in Table 2 and Table 3 and also provided in Additional files 1, 2, 3 and 4. The expression level boundaries of high, medium, and lowly expressed venom genes were determined by binning all genes into windows of expression of 100. A bin was classified as low expressed if the value of the bin was multiplied by its number of containing genes and this value was less than a third of the sum of these values, high if equal or greater than two thirds, and medium elsewise.

The Cufflinks pipeline was used to identify putative alternative transcripts as well as unannotated genes based on comparisons to the current *Nasonia* gene models as described in the package documentation [29]. Novel transcripts were annotated using Blast2GO v2.8 with the default parameters [61]. Normalised read counts were generated for the new gene models by merging the cufflinks models with those of OGS version 2 and repeating the DESeq based analysis described above.

### Metatranscriptomics

Reads that did not align with the *Nasonia* genome using Tophat2 were used in a Diamond BlastX search against the NCBI non-redundant (nr) database. Results presented do not include data from unmapped reads that were discarded by Tophat2 during the generation of non-redundant splice junctions. The high number of unmapped reads in the third VG sample necessitated that only a random sample of 10 % of the reads from this particular sample were used due to memory limitations. Megan5 was used for visualisation of the taxonomic distribution of reads in the data [42].

### Semi-quantitative PCR

Complementary DNA was generated from 1 ug of RNA extracted from dissected ovary and VG tissue using the transcriptor first strand cDNA synthesis kit (Roche) as described by the manufacturer. The PCR was then performed using primers for the housekeeping gene *RP49*: 5’-CTTCCGCAAAGTCCTTGTTC-3’, 5’-TTTATTCATTCTCCTCAGAACG-3’. The primers specific for *Nasvi2EG007167* were: 5’-TGGCTGTCATCAGATTGACG-3’, 5’-TATCCTGGAGCCAGTGTAG-3’. Reaction tubes were removed at 24 and 30 cycles, at a denaturing temperature of 94 °C for 30 s, annealing temperature of 55 °C for 30 s, and extension temperature of 72 °C for 45 s with one unit of *taq* polymerase (Roche).

## Additional files

Additional file 1: DESeq results from the VG and Ovary RNA-seq data for all *Nasonia* 2.0 gene models. (XLSX 3172 kb) Additional file 2: Sequence based clustering of venom encoding genes using BLASTClust. (DOCX 18 kb) Additional file 3: Novel venom gland and ovary transcribed regions predicted by cufflinks. (TXT 406 kb) Additional file 4: Genomic locations of 472 new gene predictions based on the ovary and VG RNA-seq data. (XLSX 50 kb) Additional file 5: DESeq based differential expression data for all *Nasonia* 2.0 gene models merged with the new gene models identified in this study. (XLSX 3636 kb)

# Supplementary material for: The venom gland transcriptome of the parasitoid wasp Nasonia vitripennis highlights the importance of novel genes in venom function
**Source:** BMC Genomics. 2016 Aug 8;17:571. doi: 10.1186/s12864-016-2924-7
**Supplement:** Additional file 2: — Sequence based clustering of venom encoding genes using BLASTClust.

Sequence based clustering of venom protein encoding genes using BLASTClust

^BLASTClust (<http://toolkit.tuebingen.mpg.de/blastclust>) output based on protein sequences of the 79 venom genes, sequence length covered set to 70% and minimum identity threshold set at 5%

†Annotations taken from De Graaf et al (2010) (reference 9 in the main manuscript)

How the deposited data were processed for this re-analysis (not part of the article)

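Libraries were made from the venom gland (VG) and the ovary of *N. vitripennis* females, with 3 biological replicates of each tissue and 40 to 50 individuals pooled in each. The authors trimmed the reads with fastq-mcf and SolexaQA, mapped them to the *N. vitripennis* genome with Tophat2, and counted them per gene of the official gene set version 2 on exon features with HTSeq-count, using strand information. The genome build is not given in the sources used here beyond the paper's citation. The authors then used DESeq to scale the counts by a size factor per library and to compare the tissues. The paper describes a modified RNeasy protocol that starts by homogenising the tissue in Trizol. The sample labels likewise describe Trizol extraction followed by a kit.

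The only processed table used here is the authors' comparison of the tissues, which covers 36329 genes. Its expression values are a signal that the authors made by averaging DESeq-normalised read counts over the 3 libraries of each tissue, without division by gene length. Its fold changes are a ratio of the VG mean to the ovary mean, computed by the authors. Its p-values come from the authors' DESeq test, and its adjusted p-values from the authors' Benjamini-Hochberg adjustment over the 19854 genes with a read. Which mean belongs to which tissue was taken from Additional file 1, which lists the same genes with the same values under headings that name the tissues (relative tolerance 5e-06). The design fixed before the data were examined assumed read counts per library, with a fallback for a table of tissue means. As the table holds tissue means, the fallback applied. No test of the difference between the tissues was run, and the calls at an adjusted p-value under 0.05 are the authors'.

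From this table, log2 fold changes were recomputed as the log2 of the VG mean over the ovary mean, because the table's own log2 column holds spreadsheet errors for the genes without VG reads. The Benjamini-Hochberg adjustment was recomputed from the unadjusted p-values. Low tissue means were resolved into whole reads of the 3 libraries. The value that 1 read of a library adds to the tissue mean was taken from the most frequent low values, and every ovary mean up to 20 and every VG mean up to 100 was a whole combination of these steps within a tolerance of 1e-07. Reads per library were obtained in this way for 52.2% of the genes with a read, and the size factors from the steps. Higher means allow more than 1 combination and were left as they are. A tissue without reads was assigned a floor of 3 reads over its libraries at the largest step, for counting error only. The precision of a mean over replicates is not known here, since the table gives no value per library for the abundant genes.

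The 79 venom protein encoding genes and their names were taken from Table 2. Counts per kb used the lengths in the part of Additional file 1 used here, which holds 1998 genes and gives a length for 63 of the 79. Each length is the sum of the exonic regions. The other 16 lie below the lowest VG count per kb of that part. Expression categories used the boundaries printed in the paper, 181700 and 1218700. Genes named individually are those of Tables 2 and 3, those named in the paper's text and the 10 genes with the highest mean normalised counts in each tissue. A further part of that rule, the 5 genes with the largest changes in each direction whose 3 libraries all lie above those of the other tissue, could not be applied to tissue means. The values of Tables 2 and 3 had been seen when the rule was written, and the genes named outside the rule were chosen after their values were seen. These are Nasvi2EG004214, Nasvi2EG021382, Nasvi2EG008782, Nasvi2EG000895, Nasvi2EG004881, Nasvi2EG014968, Nasvi2EG007995, Nasvi2EG012744, Nasvi2EG007721, the numbering neighbours Nasvi2EG021415, Nasvi2EG007165 and Nasvi2EG011315, and the reverse transcriptase gene Nasvi2EG034404.

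The sizes of fold changes were compared by a two-sided permutation test with 100000 resamples across genes. The share of venom protein encoding genes called higher in the VG was compared with that of all other genes with a read by a two-sided Fisher's exact test. For the functional groups, 7 lists were made from keywords in the table's annotation column, and their medians were set against 10000 random lists of the same size matched on deciles of mean expression. Each procedure was tested on simulated data. Reads were recovered without error for 400 simulated means in each tissue, and the Benjamini-Hochberg step recovered all of 200 genes with small simulated p-values among 19854 genes and called 15 others. These 2 checks test the arithmetic only. The simulated means were built from the same steps, and the simulated p-values were set far below the threshold. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

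Alternatives were a minimum of 10 reads, a minimum mean of 1, reads in all 3 libraries, an adjusted p-value under 0.01, a 2-fold minimum, medians in place of means, ranking without division by length, and detection with each library left out in turn. Scaling to totals without the 79 venom protein encoding genes and setting genes without reads to the floor were added after seeing the data. The principal component analysis, the additional Cufflinks gene models, the GO terms, the semi-quantitative PCR and the unmapped reads were not analysed here.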

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

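All tests in this part were chosen after the result was seen. The results below concern genes outside the 79 venom protein encoding genes, and most of them are not discussed in the paper.

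In the authors' deposited table, 81 genes outside the 79 had a VG mean normalised count of at least 10000, were called higher in the VG and had a log2 fold change above 10. They took 16.4% of the VG sum, 49 of them are annotated as Unknown, and 3 of them are listed in Table 3. The VG means of 32 of them were at or above the median of the venom protein encoding genes. These genes are a signal in data that the paper does not discuss. A normalisation shift that raised every gene in the VG would raise the other genes alike. The median log2 fold change of the 81 genes was 14.39 and that of the genes with a mean of at least 10 in both tissues was -0.27. The difference of 14.66 is the same under any scaling between the tissues. However, the authors' size factors hold the latter median near 0, and the 81 genes were selected for a log2 fold change above 10. A large difference was therefore fixed by the selection, and its size is no test of such a shift. Among the other 217 genes outside the 79 that reached a VG mean of 10000, 184 had a log2 fold change below 5. A shift alone would raise these genes as much as the 81, which argues against it as the whole cause. The size of each fold change does depend on the scaling. The share of the VG sum on the 81 genes involves no comparison between the tissues. Reads shared with the similar venom protein encoding genes, and RNA from neighbouring tissue in the dissection, were not tested and stay open. A difference between the tissues is the biological explanation that the design gives, and it was not tested apart from these. Whether the products of these genes enter the venom was not measured.

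The highest of the 81 was Nasvi2EG020493, annotated as Unknown, with a VG mean of 1078520 and an ovary mean of 30.0 in the authors' deposited table. Its VG mean ranked 10 among all genes, and it is not among the 79 venom protein encoding genes. Its log2 fold change was 15.13. Its exonic length of 7897 bp lowered its rank by VG count per kb to 49.

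The metalloprotease Nasvi2EG004214 had a VG mean of 448584 and an ovary mean of 13.5 in the authors' deposited table, a log2 fold change of 15.02. The metalloprotease among the 79 venom protein encoding genes, Nasvi2EG010516, had a VG mean of 32.0. Over all 28 genes with a read whose annotation names a metalloprotease or metalloproteinase, the VG means summed to 494927. No biological explanation was tested beyond the difference between the tissues.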

How the results depend on the processing

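The alternatives were set before the data were examined, except for scaling to totals without the 79 venom protein encoding genes and for setting genes without reads to the floor, which were chosen after seeing the data. Of 55 values recomputed under an alternative, 48 stayed within the limits set for a change, 6 moved and 1 reversed, the last by construction of the scaling. The limit was a ratio for counts, and the same sign with a permutation p under 0.05 for sizes of fold changes. A fall of the difference in fold change size from 1.40 to 0.70 was therefore within it. Many of the 48 are detection counts with a library left out. The 48 include the lettered genes among the 15 highest venom protein encoding genes, whose number fell from 10 per kb to 7 without division by length, so that they lost the majority.

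The mean absolute log2 fold change of the called genes was larger by 1.40 for those higher in the VG, and the difference stayed between 0.70 and 1.41 with medians, without the venom protein encoding genes, over genes with a mean of at least 10 in both tissues, and with zeros at the floor. With totals without the venom protein encoding genes, it was -0.96. This scaling lowers every log2 fold change by 1.28, which by construction shortens the changes towards the VG and lengthens those towards the ovary, and it places the median of the genes with a mean of at least 10 in both tissues at -1.55. It also lowered the median of the cytosolic ribosomal protein genes from 1.83 to 0.55.

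The numbers of genes seen in a single tissue depended on the minimum for detection. With at least 10 reads in the tissue, 672 genes were seen only in the ovary and 97 only in the VG, against 3475 and 1424 with any read. With reads in all 3 libraries, they were 1033 and 163. These settings leave out genes with few reads by construction. With each library left out in turn, between 2836 and 4228 genes were seen only in the ovary, between 1061 and 1844 only in the VG, and between 19215 and 19569 in either tissue. The share of the VG sum on the 79 genes was 53.1%, and 59.3% when the 10 highest other genes were left out of the total.

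The number of genes called by the authors, 5794, became 6162 with at least 10 reads, 4625 under 0.01 and 5787 with a 2-fold minimum. The venom protein encoding genes higher in the VG numbered 70, 70 and 68 at 0.05, with at least 10 reads and under 0.01.

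No paired analysis was possible because the table holds only tissue means and carries no replicate numbers. Reads per library were recovered only for genes with low means. TMM scaling, DESeq2, limma, filterByExpr, camera, fry and the replicate block were therefore not run. Neither were the median over libraries, the principal component analysis and its alternatives, and calls with a library left out. Some of these were possible for the genes with low means. Depth limits the genes with few reads most, since 1 VG read adds between 0.635 and 1.16 to a mean and 1 ovary read between 0.129 and 0.145.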

Differences from the paper's values

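Of the log2 fold changes that the paper lists, 76 of 76 compared in Table 2 and 27 of 30 in Table 3 matched the authors' deposited table within 0.01. For Nasvi2EG007413, a 40S ribosomal protein gene, the paper's 4.11 matched on the linear scale, where the fold is 4.11, and the log2 fold change recomputed here is 2.04.

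For the ribosomal protein gene Nasvi2EG011575, the paper's value in Table 3 is 2.64, and the value recomputed here is 1.27 (adjusted p = 0.055 from the authors' DESeq test). For the actin gene Nasvi2EG014261, the paper's value in Table 3 is 10.08, and the value recomputed here is -0.56 (adjusted p = 0.36 from the same test). The alternatives set before the data were examined for the fold change of a single gene need counts per library and were not run, so none of them has a value to set beside the paper's. On the linear scale, the folds and adjusted p-values that Table 3 gives for these 2 genes are those of other genes in the authors' deposited table, 2.64 for Nasvi2EG007721, annotated as a 60S ribosomal protein, and 10.1 for Nasvi2EG012744, annotated as Unknown. In each case 1 gene matched both values. The counts per kb and the labels printed in these 2 rows also match those genes. VG counts per kb are 57655 for Nasvi2EG007721 and 219749 for Nasvi2EG012744, against 41596 for Nasvi2EG011575 and 14046 for Nasvi2EG014261. The 2 rows therefore hold the values of other genes, and they give no differing fold change for the same gene.

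The paper places fewer venom protein encoding genes in its low category in Table 2 than the boundaries in its text give here. Table 2 lists 6 genes as high, 46 as medium and 27 as low, and the printed boundaries applied to VG counts per kb gave 6, 14 and 59. The paper's text, which places most of the venom protein encoding genes in the low category, goes with the printed boundaries. The paper also names several serine protease and proteinase inhibitor genes as medium, and 0 of 15 serine protease genes and 1 of 3 serine protease inhibitor genes, Nasvi2EG003930, fell between the printed boundaries.

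The pie chart of Fig. 1c shows about 39% of genes without expression and about 45% without change, read by eye, and the values here are 45.3% without a read and 38.7% tested and not called. The counts of genes with reads, of genes seen in a single tissue, of calls and of venom protein encoding genes called in each direction matched the paper's.

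Without division by length, 8 of the 15 highest venom protein encoding genes were annotated, against 5 in the paper and 5 per kb here. The paper ranks by counts per kb.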

Other observations

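The tests of whether a single ovary library received the reads of VG genes, and of whether a VG library differed from the others, were written before their results were seen, as was the first comparison of ratios, though the minimum of 10000 and the 2-fold limit used in it were not. All other tests in this part were chosen after the result was seen.

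Most of the 15 most abundant venom protein encoding genes had ovary reads in near proportion to their VG reads. These 15 had a median of 32.3 ovary counts per 1000000 VG counts, with quartiles of 28.8 and 35.8 and a highest value of 177. The ratio spread more widely over the 47 venom protein encoding genes nearly specific to the VG. Their quartiles were 30.3 and 69.6, and their range was 19.6 to 827. A candidate explanation is that VG RNA or reads were carried into the ovary libraries at 1 rate. The 81 other genes with a VG mean of at least 10000, called and with a log2 fold change above 10, had a median of 46.6, within 2-fold of the venom median. The 2 medians differed by -0.53 on the log2 scale (two-sided permutation test across genes, p = 0.07). Of the 81, 51 (63.0%) lay within 2-fold of the venom median. The minimum fold change caps the ratio, but not from below, and of 354 genes with a VG mean of at least 10000 only 1, Nasvi2EG007995, lay under 0.5 of the venom median. That gene had 2 ovary reads, both in ovary library b, so its ratio rests on very few reads. Among 23 of the 81 with a VG mean of at least 100000, a limit chosen after the other had been seen, the median was 33.4. Where ovary reads could be recovered, libraries a, b and c held 31.1%, 47.0% and 21.9% of the reads of 31 venom protein encoding genes and 33.2%, 43.6% and 23.1% of those of 74 other genes, while the size factors give 35.1%, 33.6% and 31.3%. The largest share in a single library over both kinds of gene was 45.0%, which argues against 1 ovary library having received them all. For both kinds of gene, library b held more than its size factor gives and library c less. Whether the libraries received unequal amounts was not tested. Low expression in the ovary itself stays open, since the design has no ovary sample free of VG tissue.

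That rate does not explain every ovary read of the venom protein encoding genes. Of 56 with a VG mean of at least 10000, 12 had a ratio more than 10 times the median of the 15 most abundant, led by calreticulin (Nasvi2EG037342) at 3640 times and Venom protein F (Nasvi2EG013838) at 975 times. A common rate forbids this for these 12 genes.

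Exchange of reads between libraries at the same rate in both directions could not be told apart from carryover in 1 direction. At the rate of the venom protein encoding genes, 188 ovary reads per 1000000 VG reads, 5 of 1120 genes with an ovary mean of at least 2000 had under 0.5 of that rate in the VG. For 93 genes nearly specific to the ovary the median was 520 VG reads per 1000000 ovary reads, above the rate, so too few genes lie below it to decide.

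The genes seen only in the ovary divide at the VG floor. Under the floor, 3979 genes would have no VG read by Poisson sampling alone if their normalised level were equal in both tissues, and 3052 were observed. Sampling at the smaller size factors of the VG libraries may therefore account for them. The total of VG reads outside the venom protein encoding genes was not tested as a cause. At or above the floor, 3.11 would be expected and 423 were observed, which argues against Poisson sampling alone for those genes. For the genes seen only in the VG, the same calculation gave 11.2 expected against 1424 observed, of which 863 had exactly 1 read. The calculation takes each observed mean as the true level, so it says little for genes with so few reads. No biological explanation was tested beyond the difference between the tissues.

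Cytosolic ribosomal protein genes were higher in the VG. If library scaling were the cause, a scaling without the venom protein encoding genes would remove the difference and the mitochondrial ribosomal protein genes would rise with the cytosolic ones. The median fell from 1.83 to 0.55 and stayed above 0, and the mitochondrial median was -0.59. The difference of 2.42 between the cytosolic and mitochondrial medians is the same under any scaling between the tissues, which argues against scaling as the whole cause. The size of the difference does depend on the scaling. Gene length and GC content were not tested.

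Of 368 genes with an absolute log2 fold change above 5 and a mean over 1000, 5 were not called by the authors, and 3 of these are annotated as reverse transcriptase genes. The highest of them, Nasvi2EG034404, had a VG mean of 694332 and an adjusted p of 0.38 in the authors' deposited table. A VG library that differed from the other 2 might give such values. Among 30 reverse transcriptase genes low enough for their reads to be recovered, the largest median share in 1 VG library was 37.7%, against 32.1% for other genes of the same level (two-sided permutation test, p = 0.12). None of the 30 had over 80% of its normalised count in that library, against 1.4% of the other genes, so it did not dominate these low genes. The reads of the 3 uncalled genes could not be recovered, so this cannot be told for them.

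Of the 8 venom protein encoding genes with a VG mean under 100, a limit set after the values were seen, 3 have a consecutively numbered gene that is abundant in the VG with a log2 fold change above 10. They are Nasvi2EG021414 beside Nasvi2EG021415, Nasvi2EG007166 beside Nasvi2EG007165 and Nasvi2EG007167, and Nasvi2EG011314 beside Nasvi2EG011315. In the authors' deposited table, Nasvi2EG021414 and Nasvi2EG021415 share the annotation of a pyrimidine-specific ribonucleoside hydrolase. Nasvi2EG007166 and Nasvi2EG007167 are both annotated as serine proteases, but Nasvi2EG007167 is itself among the 79. Nasvi2EG007165, Nasvi2EG011314 and Nasvi2EG011315 are annotated as Unknown. A candidate explanation is that the venom product is encoded by the neighbour. Of the other 71 venom protein encoding genes, 10 have such a neighbour (two-sided Fisher's exact test, p = 0.12), and of 12878 other genes with a VG mean under 100, 96 have one (p = 2.4e-05 in the same test). As the venom protein encoding genes as a whole tend to have such neighbours and the low ones are few, this cannot be told, and consecutive numbers were not shown to be adjacent in the genome.

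Other annotations of low venom protein encoding genes also occur among abundant genes outside the 79. In the authors' deposited table, the VG mean was 42917 for a trehalase gene, Nasvi2EG000895, and 631 for the venom trehalase Nasvi2EG008324. It was 81248 for Nasvi2EG008782, which that table annotates as a chitinase, and 184 for the venom gene Chitinase 5, Nasvi2EG012510.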
